# *Drosophila* Imp iCLIP identifies an RNA assemblage coordinating F-actin formation

**DOI:** 10.1186/s13059-015-0687-0

**Published:** 2015-06-09

**Authors:** Heidi Theil Hansen, Simon Horskjær Rasmussen, Sidsel Kramshøj Adolph, Mireya Plass, Anders Krogh, Jeremy Sanford, Finn Cilius Nielsen, Jan Christiansen

## Abstract

**Background:**

Post-transcriptional RNA regulons ensure coordinated expression of monocistronic mRNAs encoding functionally related proteins. In this study, we employ a combination of RIP-seq and short- and long-wave individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) technologies in *Drosophila* cells to identify transcripts associated with cytoplasmic ribonucleoproteins (RNPs) containing the RNA-binding protein Imp.

**Results:**

We find extensive binding of Imp to 3′ UTRs of transcripts that are involved in F-actin formation. A common denominator of the RNA–protein interface is the presence of multiple motifs with a central UA-rich element flanked by CA-rich elements. Experiments in single cells and intact flies reveal compromised actin cytoskeletal dynamics associated with low Imp levels. The former shows reduced F-actin formation and the latter exhibits abnormal neuronal patterning. This demonstrates a physiological significance of the defined RNA regulon.

**Conclusions:**

Our data imply that *Drosophila* Imp RNPs may function as cytoplasmic mRNA assemblages that encode proteins which participate in actin cytoskeletal remodeling. Thus, they may facilitate coordinated protein expression in sub-cytoplasmic locations such as growth cones.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0687-0) contains supplementary material, which is available to authorized users.

## Background

To establish a neuronal network, protrusions, in the form of filopodia and lamellipodia, project from the developing axons into their surroundings in search of their appropriate postsynaptic targets. These protrusions are formed at the edge of the outermost part of the axon, the growth cone. This highly motile domain, consisting of bundles of filamentous actin, microtubules and their associated proteins, is an exquisite sensor of chemical gradients and is constantly undergoing dynamic structural changes in response to the surrounding guidance cues (reviewed in [1]). As the continuous remodeling of the growth cone requires the localization of proteins to the tip, synchronous on-site translation of mRNAs makes it possible to swiftly produce a subset of proteins needed for accurate responses to the guidance cues (reviewed in [2]).

The post-transcriptional RNA regulon/operon hypothesis posits that functionally related monocistronic mRNAs are co-regulated by common *trans*-acting RNA-binding proteins (RBPs) [3]. The distinct binding profiles of yeast RNA-binding Puf isomers provide a striking example of how this type of regulation works with regard to common function and mRNA localization [4]. In situ hybridization studies in *Drosophila* blastoderms have estimated that 71 % of 3370 examined mRNAs are localized in diverse patterns [5], so the interplay between RBPs and target mRNAs is pervasive. However, most localization studies have focused on a single mRNA species and a corresponding RBP, exemplified by the β-actin mRNA/ZBP1 paradigm in fibroblasts and growth cones [6, 7]. ZBP1 belongs to a vertebrate family of RNA-binding proteins (other acronyms include IGF2BP, VICKZ, IMP) with a domain architecture of two RNA recognition motifs and four K homology (KH) domains, the latter providing the RNA attachment platform [8, 9]. The majority of vertebrate genomes contain three paralogs of this particular RBP family, whereas a single locus on the X chromosome encodes the *Drosophila* homolog Imp (insulin-like growth factor II mRNA-binding protein), containing the four conserved KH domains, but lacking the N-terminal two RNA recognition motifs. In addition, the *Drosophila* homolog encompasses a C-terminal Gln-rich extension that is not observed among vertebrates (Fig. 1a). Imp is expressed in the oocyte, the blastoderm embryo as well as in the developing nervous system and pole cells [10–12]. During mid-oogenesis, maternal Imp co-localizes with both *gurken* and *oskar* mRNAs, which are critical for dorsoventral and anteriorposterior axis formation, respectively [11, 13]. However, the functional significance of Imp in axis formation is uncertain since localization of both *gurken* and *oskar* mRNAs is unaffected in an Imp-deficient background, whereas Imp overexpression disrupts the localization and translational regulation of both transcripts. At later stages of development, increased pharate adult lethality is observed in Imp mutants, which is a phenotype often associated with defective synaptic transmission. More specifically, Imp mutant larvae exhibited smaller synaptic junctions [14], and a recent study revealed that extensive remodeling of γ-neurons in the mushroom body during pupation is jeopardized in the absence of Imp. It is not the initial growth of the axons that is compromised but their remodeling in terms of both length and directionality, and overexpression of the profilin homolog Chickadee is able to partially rescue the remodeling defect [15]. Imp is also expressed in the tail end of cyst cells surrounding elongating spermatids, and both spermatids and cyst cells elongate to an extreme length in an F-actin dependent fashion [12].

**Fig. 1:**
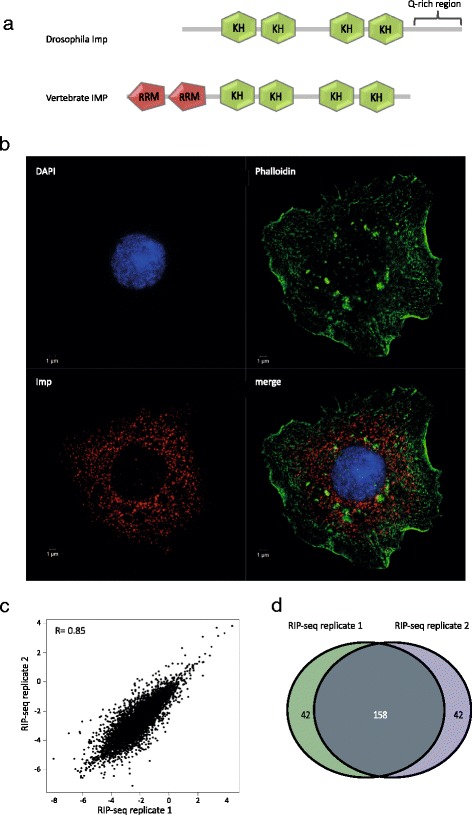
*Drosophila* Imp is present in cytoplasmic RNPs. **a** Protein domain architecture of *Drosophila* Imp and homologous vertebrate IMPs. The four KH domains are conserved whereas the glutamine (Q)-rich region and the two RNA recognition motifs (*RRM*) are structural features present in arthropods and chordates, respectively. **b** Immunocytochemistry of S2 cell with DAPI staining (*blue*), anti-Imp antibody (*red*) and phalloidin (*green*). **c** Correlation between the enrichment of immunoprecipitated transcripts in Imp RNPs from two biological RNA-binding protein immunoprecipitation (RIP)-seq replicates. The scatter plot shows the natural logarithm of RIP enrichment values per nucleotide in the whole transcript for each RIP-seq replicate. **d** Venn diagram of the 200 most enriched transcripts in Imp RNPs from two biological RIP-seq replicates

In recent years, high-throughput cross-linking and immunoprecipitation (CLIP) procedures have been introduced to obtain information regarding direct binding sites for individual RBPs on a transcriptome-wide scale in vivo [16–18]. In this way, novel details of DGCR8 (DiGeorge syndrome critical region 8) functions [19], regulation of splicing [16, 20], and alternative polyadenylation [21] have been elucidated. The salient feature of these procedures is the ability to identify the exact cross-linked position on a global scale by using stringent washing regimens to minimize non-covalent associations.

In the present study, we employed three different high-throughput procedures to identify the full targetome of *Drosophila* Imp and thus assess the post-transcriptional RNA regulon hypothesis. The data revealed extensive 3′ untranslated region (UTR) attachments in mRNAs encoding components crucial for actin cytoskeletal remodeling, and subsequent Imp knock-down analysis showed decreased F-actin levels in S2 cells. Moreover, an Imp-deficient fly exhibited a phenotype with difficulties reaching the pharate adult stage, mainly due to defects in the peripheral nervous system. Taken together, our study identifies an Imp-mediated RNA assemblage containing transcripts that encode proteins coordinating F-actin formation.

## Results

### *Drosophila* Imp localizes to cytoplasmic granules containing multiple mRNA species

To address the subcellular localization and potential of forming RNP granules in the *Drosophila* S2 cell line, immunostaining of endogenous Imp was performed with co-staining with phalloidin (Fig. 1b). Immunostaining revealed punctate fluorescence with an optical diameter of about 200 nm dispersed throughout the cytoplasm with limited nuclear Imp immunoreactivity, suggesting Imp localization in predominantly cytoplasmic RNP granules.

To characterize the repertoire of RNA targets that are associated with the Imp granules in *Drosophila* S2 cell lysates, we sequenced Imp-associated mRNAs following immunoprecipitation from cytoplasmic extracts using anti-Imp antibody-coated Protein A Dynabeads. Mapping statistics are listed in Figure S1a in Additional file 1. The enrichment factor (the ratio of immunoprecipitated RNA:input RNA) for each transcript was calculated, and the correlation of the values between the biological replicates was plotted. As shown in Fig. 1c, the replicate experiments are strongly correlated (R = 0.85), underscoring the precision of our measurements. Of the top 200 ranked transcripts in each biological replicate, 158 were present in both replicates (Fig. 1d). Gene ontology (GO) term analysis was performed on the 158 transcripts and showed enrichment in GO terms involved in neuronal development, reproduction, and cytoskeletal organization (Figure S1b in Additional file 1). This result is in agreement with earlier observations of Imp being implicated in ageing in the testis stem-cell niche [22], in spermatid cyst cell elongation [12], and in axonal remodeling in mushroom body neurons [15].

### iCLIP and PAR-iCLIP identify direct Imp target sites in 3′ UTRs

Since RIP-seq identifies both direct and indirect RNA targets without information regarding the position of interaction, we performed individual-nucleotide resolution cross-linking (iCLIP) [23] as well as a modified version of photoactivatable ribonucleoside-CLIP (PAR-CLIP) [17], which we have called PAR-iCLIP, on cytoplasmic extracts of S2 cells to pinpoint the positions of direct binding. We generated two biological replicate iCLIP and two biological replicate PAR-iCLIP sequencing libraries for Imp. A representative autoradiograph of both types of RNA–Imp cross-linking complexes used for library generation is depicted in Figure S2a in Additional file 1, and the mapping statistics of the sequenced reads are summarized in Figure S2b in Additional file 1. We confidently mapped 37–50 % of the reads (2.1–4.7 × 10^6^) to the *Drosophila* genome, demonstrating the high quality of the produced libraries.

In order to quantify the strength of Imp binding and eliminate the contribution from RNA expression, the Imp iCLIP and PAR-iCLIP tag clusters were normalized to transcript levels determined by RNA-seq. To provide a global view of Imp RNA-binding specificity we analyzed the average distribution of tag clusters across mRNA regions, including the 5′ UTR, coding sequence (CDS) and 3′ UTR (Fig. 2a). The CLIP tag clusters predominantly map to the 3′ UTR, showing a striking preference for Imp binding to this region regardless of the chosen procedure. In addition, the average distribution profile revealed that a higher 3′ UTR:CDS ratio in terms of normalized Imp CLIP tags was observed with the long wavelength PAR-iCLIP approach, reflecting the lesser background observed in the autoradiograph in Figure S2a in Additional file 1.

**Fig. 2:**
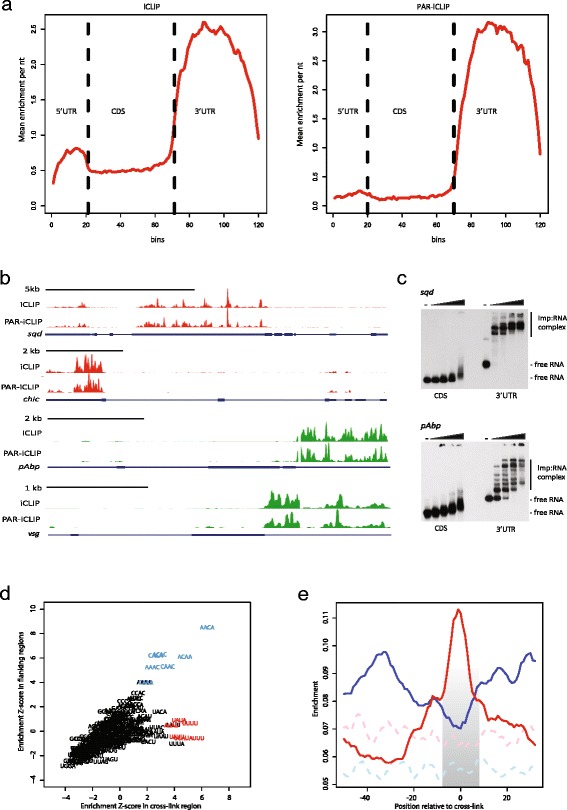
Imp CLIP identifies CA-rich binding motifs in 3′ UTRs. **a** Standardized transcript profile showing the CLIP enrichment from short-wave (*left panel*) and long-wave (*right panel*) cross-linking approaches. The y-axis displays the mean enrichment per nucleotide in bins across the 5′ UTRs (20), coding regions (*CDS*; 50) and 3′ UTRs (50) on the x-axis. **b** UCSC genome browser tracks of normalized CLIP-tags on *squid* (*sqd*), *chickadee* (*chic*), *pAbp*, and *visgun* (*vsg*) primary transcripts (*red* depicts tags derived from minus-strand transcripts and *green* those from plus-strand transcripts). The *blue boxes* correspond to the coding region, whereas UTRs and introns are depicted with *thick blue lines* and *thin blue lines*, respectively. **c** Electrophoretic mobility-shift assay of RNA segments from the coding region and 3′ UTR of the *sqd* transcript (*upper panel*) and the *pAbp* transcript (*lower panel*) with recombinant *Drosophila* Imp protein (12.5 nM, 25 nM, 50 nM, and 100 nM). **d** Scatter plot displaying the Z-score of all tetramers in the cross-link region (x-axis) and flanking regions (y-axis) in the 3000 most enriched iCLIP clusters compared with background clusters. The words with the highest enrichment either in the cross-link region or in the flanking regions are highlighted in *red* (UAUA, AUAU, AUUU, UAUU, UUAU, UUUU) and *blue* (ACAC, CACA, AACA, ACAA, CAAA, AAAC, CAAC), respectively. **e** Plot of the running mean (over five nucleotides) of positional enrichment, showing the distribution of the CA-rich (*blue line*) and UA-rich (*red line*) motifs identified in panel (d) in highly enriched iCLIP clusters. The shaded area highlights the cross-link region. Enrichment of the same motifs in randomly selected (background) clusters from 3′ UTRs is depicted by the *dashed light blue line* (CA-rich motifs) and *pink line* (UA-rich motifs)

Imp binding frequently covered the entire 3′ UTR with peaks and valleys in the tag clusters, as shown here for *squid*, *chickadee*, *pAbp* and *visgun* transcripts (Fig. 2b). To assess the reproducibility of the experiments, the correlation of the total enrichment values, based on CLIP tags per nucleotide in 3′ UTRs normalized to the average RNA-seq expression, was evaluated between the two iCLIP libraries and between the two PAR-iCLIP libraries (Figure S2c in Additional file 1). There was a high correlation (R = 0.74 and R = 0.74 among iCLIP and PAR-iCLIP libraries, respectively) and, more importantly, a similar high correlation (R = 0.76) between the enrichment values obtained using iCLIP and PAR-iCLIP procedures (Figure S2c in Additional file 1).

Electrophoretic mobility-shift assays of *squid* and *pAbp* 3′ UTR segments, which exhibited efficient UV cross-linking in vivo, confirmed the direct binding of recombinant Imp protein to target RNAs in vitro (Fig. 2c; Figure S2i in Additional file 1). Moreover, the absence of Imp interaction with coding regions in vivo was confirmed by electrophoretic mobility-shift assay in vitro. At increasing concentrations of Imp we observed an oligomerization pattern of recombinant Imp on individual 3′ UTR segments, suggesting formation of higher-order RNP complexes. In contrast to what was observed for the predominantly 3′ UTR-binding human antigen R (HuR) RBP, the number of Imp iCLIP tags per nucleotide correlated with 3′ UTR length (Figure S2d in Additional file 1), thus corroborating the oligomerization behavior of Imp on its RNA targets on a global scale. Taken together, the in vivo cross-linking and in vitro binding experiments imply that 3′ UTRs provide efficient Imp binding platforms, whereas this is not the case for coding regions.

In order to obtain insight into the motif recognized by Imp, we merged the two replicates for each iCLIP protocol and carried out motif analyses using cWords [24] on 25,000 clusters, ranked by the maximal CLIP enrichment of each cluster. The top 10 tetramers obtained from these analyses are depicted in Figure S2e in Additional file 1. We found a significant enrichment of CA-rich motifs, mainly as CA and CAA repeats, and UA-rich motifs in both datasets. The co-occurrence analysis of MACA motifs (M designates C or A) in highly enriched CLIP clusters showed fluctuations following a periodic pattern, confirming the repetitive structure of these motifs in the CLIP clusters (Figure S2f and “Supplementary Materials and methods” in Additional file 1).

Crystallographic studies of single KH domain–nucleic acid interactions such as Nova-2 KH3 [25] and hnRNP K KH3 [26] suggest that KH domains recognize tetranucleotides situated in a molecular vise between the GxxG signature loop and the variable loop. Therefore, we analyzed the positional enrichment of all tetramers in the cross-link region defined by a high occurrence of iCLIP read starts [18]. Figure 2d shows the Z-score of tetramers in the 3000 most enriched iCLIP clusters in 3′ UTRs compared with randomly selected clusters from 3′ UTRs (background) in the cross-link region (x-axis) and the flanking regions (y-axis). The scatter plot identifies a group of UA-rich words that are highly enriched in the cross-link region whereas the CA-rich words are mainly enriched in the flanking regions. The positional enrichment of these motifs in the vicinity of iCLIP clusters is depicted in Fig. 2e. We observe a strong enrichment of the UA-rich words around the beginning of clusters (grey shaded area) whereas CA-rich motifs appear mainly in the flanking regions. Similar results were also found for PAR-iCLIP (Figure S2g, h in Additional file 1), although a 4-thiouridine-mediated bias towards U-rich motifs was observed (Figure S2e in Additional file 1). We conclude that *Drosophila* Imp has a specific positional sequence preference that extends over distances longer than a single tetramer motif.

### Imp binds transcripts important for correct neural development and reproduction

In order to assess the transcriptome-wide Imp association, we examined the CLIP and RIP-seq enrichment of all expressed transcripts in the S2 cell transcriptome (Fig. 3a; “Supplementary Materials and methods” in Additional file 1). In both cases, the profiles showed that many transcripts exhibited some degree of association with Imp. However, a subpopulation of about 200 transcripts displayed a more than three-fold enrichment compared with RNA-seq.

**Fig. 3:**
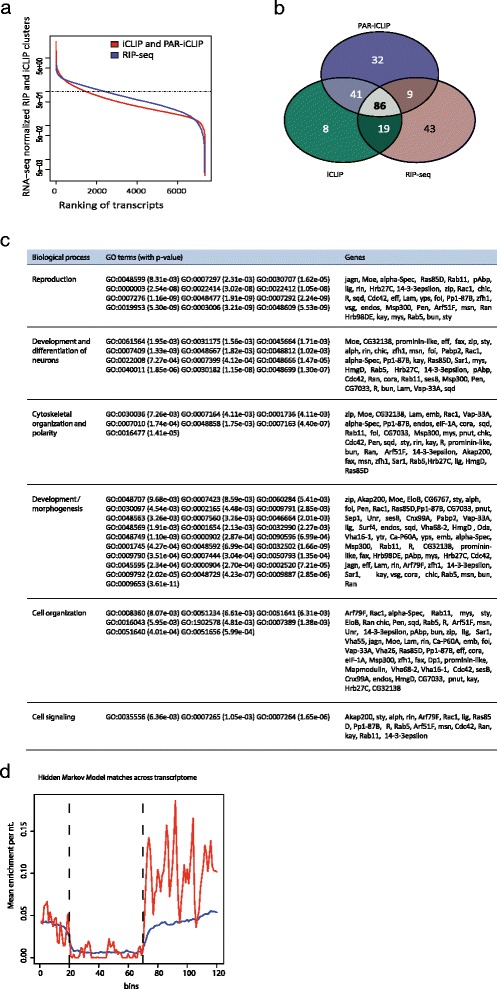
Imp RNPs contain transcripts associated with neural development and reproduction. **a** Enrichment of combined iCLIP and PAR-iCLIP clusters (*red curve*) and RIP-seq data (*blue curve*) across the Imp targetome. On the x-axis, the transcripts are ranked according to the enrichment of the individual transcript shown on the y-axis. The horizontal dotted line at y-value 1 indicates equal relative amounts of CLIP clusters or RIP-seq reads and RNA-seq levels. **b** Venn diagram of highly ranked transcripts derived from six individual experiments utilizing three distinct experimental approaches. In each experiment the 200 most highly ranked transcripts are identified, and the common pool for each experimental approach is represented by the three ellipses (157 for RIP-seq, 154 for iCLIP, and 168 for PAR-iCLIP) **c** GO term analyses of the 86 transcripts present among the 200 most highly ranked transcripts in each of six individual experiments utilizing three distinct experimental approaches and a *P* value cutoff of 0.01. Figure S3b in Additional file 1 lists the protein family or conserved domains encoded by each of the 86 *Drosophila* transcripts. **d** Standardized transcript profile showing the average number of motifs per nucleotide predicted with the hidden Markov model. The y-axis represents the average motif counts per nucleotide and the x-axis shows the position of the motif along the standardized transcript. The *red line* indicates the number of matches in the top 86 transcripts identified by iCLIP, PAR-iCLIP and RIP-seq datasets. The *blue line* displays the average motifs in all transcripts with a least 30 % RNA-seq coverage. Vertical dashed lines indicate borders between UTRs and CDS

To define enriched Imp targets in a conservative manner, the intersection between the top 200 targets identified by iCLIP, PAR-iCLIP and RIP-seq was selected, resulting in 86 transcripts common to all six experiments (Fig. 3b). Enrichment of both iCLIP and PAR-iCLIP clusters among the subpopulation of highly ranked transcripts (red curves in Figure S3a in Additional file 1) was above that exhibited by the whole transcriptome (blue curves in Figure S3a in Additional file 1).

The 86 shared transcripts, as well as their protein family association, are ranked in Figure S3b in Additional file 1 according to their average enrichment, and GO term enrichment analysis was performed on the 86 top targets found in all datasets. Significant enrichment for GO categories representing biological processes such as reproduction, neural development and cell polarity was observed (Fig. 3c).

To examine the enrichment of the previously identified Imp binding motif among the 86 top ranked transcripts, we designed a hidden Markov model (HMM) that models the CA-rich repeat regions and the UA-rich cross-link motif to identify Imp binding sites (see “Materials and methods”; Figure S3c in Additional file 1). As expected, we observe a two- to threefold higher enrichment of Imp binding motifs in 76 top targets (Fig. 3d, *red line*) compared with the S2 cell line transcriptome (Fig. 3d, *blue line*). An example of these binding motifs can be found in the highly enriched clusters present in *Pendulin* and *pAbp* 3′ UTRs (Figure S3d in Additional file 1).

We conclude that Imp binds to a UA-rich motif flanked by CA-rich motifs in 3′ UTRs of transcripts important for neural development and reproduction. By examining the list of the shared 86 transcripts as well as their GO term categories, we can also conclude that Imp has a strong preference for 3′ UTRs in transcripts encoding crucial components of cellular protrusion dynamics, such as Moesin, Chickadee (profilin homolog), Rho GTPases (Rac1 and Cdc42), the exchange inhibitor GDI, the 14-3-3epsilon adaptor, and Arf79f (Arf1 homolog), to name a few.

### Knockdown of Imp affects the F-actin level

The RNA interaction network described in Fig. 3c suggests that Imp may play a role in remodeling the actin cytoskeleton. To test this hypothesis we examined the effect of Imp depletion on F-actin levels and organization using phalloidin, which binds to the interface of actin subunits in F-actin. Double-stranded RNA interference (dsRNAi)-mediated knockdown of Imp was carried out in parallel with dsRNAi-mediated knockdown of firefly luciferase, the latter acting as a negative control. Since inhibition of the Rho-associated protein kinase (ROCK) with Y-27632 has been shown to result in the suppression of cofilin phosphorylation and increased severing of F-actin [27], we also examined the effect of Imp knockdown in the absence and presence of the ROCK inhibitor in S2 cells seeded on concanavalin A [28].

Imp immunoreactivity and phalloidin staining in an S2 cell are depicted in Fig. 4a, whereas visual fields from cell dishes subjected to various treatments are shown in Fig. 4b. Knockdown of Imp resulted in an expected decrease in Imp immunoreactivity, and the phalloidin staining was apparently also decreased in the Imp-deficient cells. In order to quantify the effect on F-actin levels, ten fields of each cell dish were analyzed and the red Alexa 568 (anti-Imp) and green Alexa 488 (phalloidin) pixels were measured using the HISTO functionality of the ZEN 2011 software package. The mean intensities in each field, after thresholding (Fig. 4c), are listed in Figure S4a in Additional file 1. When counting the phalloidin and anti-Imp stained pixels it emerged that a reduction of endogenous Imp levels resulted in significantly less F-actin staining compared with S2 cells treated with control *luciferase* dsRNA (21 % reduction, *P* value 0.04; Fig. 4d). The reduction was more pronounced in a ROCK inhibitor-stressed background (36 % reduction, *P* value 0.002), in spite of a lack of any major changes in F-actin organization upon treatment with the ROCK inhibitor in wild-type S2 cells.

**Fig. 4:**
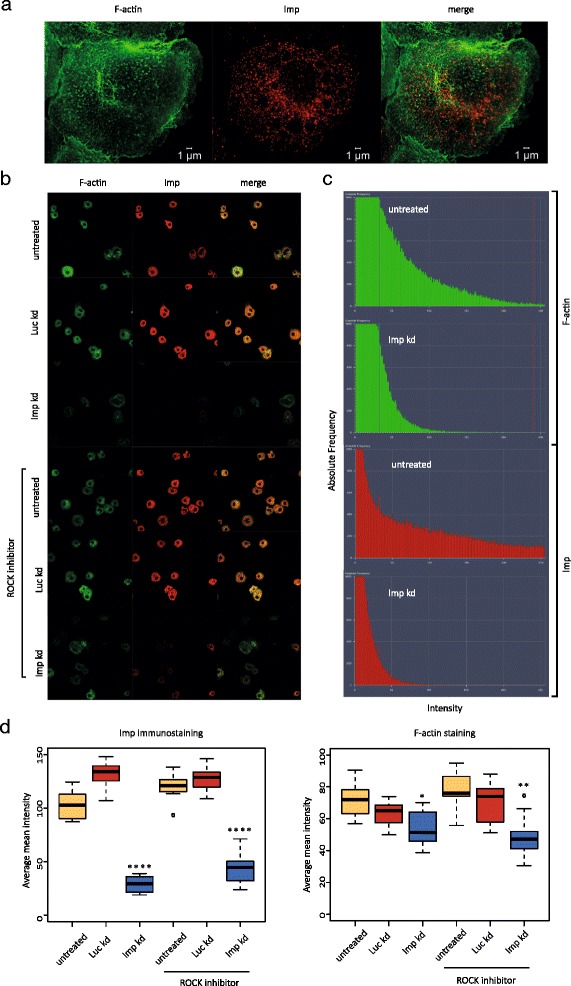
Knockdown of Imp leads to diminished F-actin levels. **a** Structured illumination of Alexa 488-phalloidin (*green*) and Alexa 568 (*red*) Imp in *Drosophila* S2 cells. **b** Selected visual fields of untreated, *luciferase* dsRNA-treated, or *imp* dsRNA-treated S2 cells, in the presence or absence of the ROCK inhibitor Y-27632. **c** The absolute frequencies of Alexa 488 and Alexa 568 pixels in a visual field of untreated S2 cells and cells with Imp knock-down, which were used to derive the average mean intensities shown in panel (d). **d** The pixel intensities of ten frames from each cell dish were measured, and the boxplots display the average mean intensity of Imp immunoreactivity (*left panel*) and phalloidin staining (*right panel*). *P* values were calculated using Student’s *t*-test. *P ≤ 0.05, **P ≤ 0.01 and ****P ≤ 0.0001

Diminished F-actin staining results from an inability to assemble filamentous actin from either a reduced level of actin monomers or a lack of other factors involved in the process. In order to determine if the reduced level of Imp caused down-regulation of mRNAs participating in F-actin formation, RNA-seq from *imp* dsRNA- and *luciferase* dsRNA-treated cells were carried out. 

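S2 cells, a cell line derived from Drosophila embryos, were soaked with 40 μg/ml of dsRNA against imp or against firefly luciferase, a gene that flies do not have, and poly(A) RNA was sequenced at day 3. Each treatment had 3 libraries, made on different days. The authors mapped the reads with BWA-PSSM to an index of the dm3 fly genome and the yeast genome, since yeast RNA was added as a spike-in, and kept confidently mapped reads that overlapped a single gene on the same strand. They deposited the resulting counts per gene without normalization. The table lists 9977 genes, all of them fly genes, of which 381 had no read in any library. The imp dsRNA libraries held 5463535, 1081882 and 1401963 counts for replicates 1, 2 and 3, and the luciferase dsRNA libraries held 2865083, 2332156 and 2017317. The shallowest library, imp dsRNA replicate 2, therefore sets the precision for weakly expressed genes. From these counts, genes with too few reads were removed by edgeR's filterByExpr, which left 6526 genes, and library sizes were adjusted by the TMM method. Differences were tested by edgeR's quasi-likelihood test with the replicate number as a block, because the supplement's dispersion estimate treats replicates as paired. The p-values were adjusted by the Benjamini-Hochberg method. The block leaves 2 residual degrees of freedom from the 6 libraries.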

Imp knockdown resulted in a reduction of the Imp protein level to 11–21 % of the endogenous level in S2 cells (Figure S4b in Additional file 1). The biological triplicate analyses of the steady-state mRNA levels were unable to identify statistically significant changes when correcting for multiple hypotheses testing (for output of differential expression sequencing (DESeq) analysis see Gene Expression Omnibus accession number GSE62997). 

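The Imp transcript (FBgn0262735), the target of the dsRNA, was lower in the imp dsRNA library of every pair. It stood at 337 ± 112 CPM (library-size-scaled counts, by the TMM method; SD, n = 3) after imp dsRNA and at 737 ± 77.3 (SD, n = 3) after luciferase dsRNA. Its log2 fold change was -1.18 (standard error 0.18), with an unadjusted p of 1.73e-05 and an adjusted p of 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

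**Figure D1:**
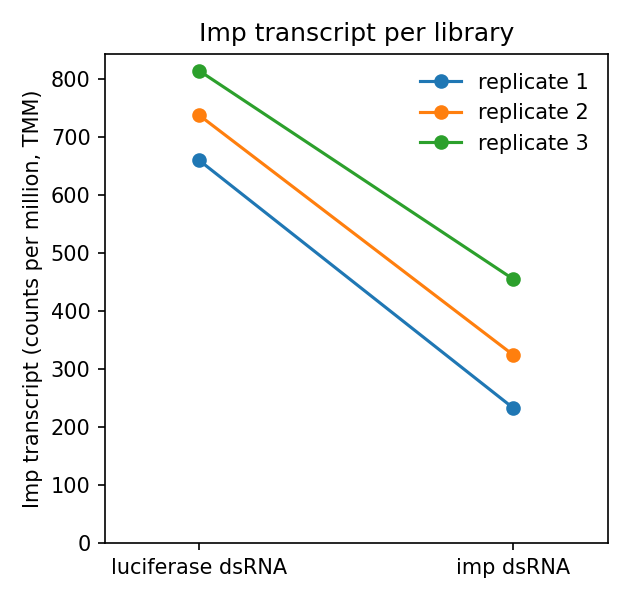
Imp transcript in TMM-scaled CPM in each library (vertical axis) by dsRNA treatment (horizontal axis). Each line joins the 2 libraries of one replicate, and all 3 lines fall, from between 660 and 814 to between 233 and 455.

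Across the 6526 genes, 0 had an adjusted p under 0.05 by the edgeR test and 0 by limma-voom. DESeq2 with the replicate block, run without that filter on the 9596 genes with at least 1 count, called 1, the Imp transcript, at an adjusted p of 0.00018. At an unadjusted p under 0.05, 188 genes were found by edgeR, 106 of them higher and 82 lower after imp dsRNA. These are 2.88% of the genes tested, where evenly spread p-values would give 5%, so the count is no sign of change by itself. It was 286, 79 and 853 without replicates 1, 2 and 3. The same limit gave 197 genes by limma-voom over the same 6526 genes and 66 by DESeq2 over its 9596. The count at an adjusted p under 0.05 moved most when replicate 3 of both treatments was left out, which gave 58 genes by the edgeR test. After Imp, the falls with the smallest p were CG34323, with a log2 fold change of -1.75 (standard error 0.41, adjusted p = 0.923 from the same edgeR test), and Lac, at -0.63 (standard error 0.17, adjusted p = 0.999 from the same edgeR test). CG34323 had few reads, with 12, 2 and 6 counts in replicates 1, 2 and 3 after imp dsRNA and 22, 28 and 20 after luciferase dsRNA. It also overlaps another gene on the same strand, Ten-a, in the BDGP6 annotation, so its counts are uncertain. The rises with the smallest p were lectin-28C, with a log2 fold change of 1.04 (standard error 0.21), mgl, at 0.80 (standard error 0.16), and CG15695, at 0.92 (standard error 0.19). Their adjusted p-values by the edgeR test were 0.555, 0.555 and 0.599. All of these genes changed in the same direction in the 3 pairs, but some varied widely between days. The mgl transcript had 214 ± 175 CPM (SD, n = 3) after imp dsRNA and 118 ± 84.5 (SD, n = 3) after luciferase dsRNA, and lectin-28C had 44.8 ± 26.1 (SD, n = 3) and 22.1 ± 14.1 (SD, n = 3). The mgl gene overlaps CG44815 on the same strand in the BDGP6 annotation.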

Since knock-down of Imp did not result in any changes at the transcript level, we investigated whether reduction of Imp caused diminished levels of actin monomers. 

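The transcripts that Imp bound most strongly were examined as lists, taken from Figure S3b and Figure S6. Of the 86 Imp targets, 85 were matched to a gene of the count table by symbol and all of these were tested. None of the 85 had an adjusted p under 0.05 over all genes, and 0 passed when p-values were adjusted over the list alone, where 3 were at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. Their median log2 fold change was 0.074, with 68 transcripts higher and 17 lower after imp dsRNA and a range from -0.40 to 0.47. The 40 growth cone transcripts had a median of 0.098, with 35 higher and 5 lower, and the 11 transcripts of actin cytoskeleton dynamics had a median of 0.10, with 10 higher and 1 lower. By the camera set test on the edgeR model with an inter-gene correlation of 0.01, the shift upward had a two-sided p of 8.97e-05 for the 86 targets, 6.58e-05 for the growth cone list and 0.0331 for the actin cytoskeleton list. Adjusted over the 3 lists by the Benjamini-Hochberg method, the camera p-values were 0.000135, 0.000135 and 0.0331. None of the 3 calls held when the correlation was estimated from the data, which gave p-values of 0.278, 0.212 and 0.348, or by the fry set test on the edgeR model, which gave 0.292, 0.21 and 0.279. The camera calls of all 3 lists were also lost without replicate 1. Against 10000 random lists of the same size matched on mean expression, the medians lay at percentiles 76.7, 88.4 and 71.2. In the pairs of replicates 1, 2 and 3, the median of the 86 targets was 0.19, 0.13 and -0.045 on the log2 scale, so its direction differed between days.

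**Figure D2:**
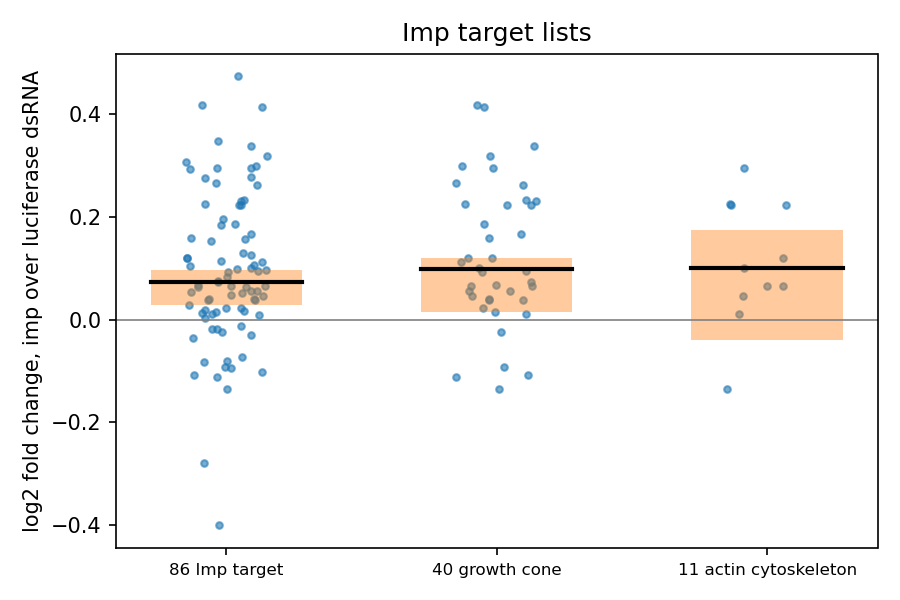
Log2 fold change of each tested transcript (points, vertical axis) in the lists of 86 Imp targets, 40 growth cone transcripts and 11 actin cytoskeleton transcripts. Black bars are the medians of 0.074, 0.098 and 0.10, and each lies inside the shaded band, the central range of the medians of matched random lists.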

A western blot analysis of *imp* dsRNA- and *luciferase* dsRNA-treated cell lysates was unable to detect a change of actin monomer concentration in an Imp-deficient setting (Figure S4c in Additional file 1). Therefore, we infer that the level of Imp affects the formation of F-actin rather than individual transcripts or actin monomer concentration.

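The supply of actin monomers was also examined at the transcript level. Reads from near-identical actin genes could be lost or split in the authors' counting, so the values of single actin genes are uncertain. Act5C (FBgn0000042), on chromosome X from 5900861 to 5905399 in the BDGP6 annotation, which is a later build than the authors' dm3, had 14294 ± 1116 CPM (SD, n = 3) after imp dsRNA and 11235 ± 728 (SD, n = 3) after luciferase dsRNA. Its log2 fold change was 0.35 (standard error 0.28, adjusted p = 0.999 from edgeR's quasi-likelihood test). Act42A (FBgn0000043), on chromosome 2R from 6013910 to 6015689 in the same annotation, had 2247 ± 338 CPM (SD, n = 3) after imp dsRNA and 2167 ± 601 (SD, n = 3) after luciferase dsRNA. These counts lie below those of Act5C, although the paper names Act42A as the main actin isoform of S2 cells. The log2 fold change of Act42A was 0.084 (standard error 0.21, adjusted p = 0.999 from edgeR's quasi-likelihood test), and its sign depended on the alternative settings tried. Act57B, Act79B, Act87E and Act88F had between 0 and 10 counts per library and were removed by the filter before the edgeR test, and DESeq2, run without that filter, called none of them. Act5C and Act42A gave 99.98% of the counts of the 6 actin genes. Summed over the 6 actin genes, the paired log2 ratio of imp dsRNA to luciferase dsRNA was 0.30 ± 0.17 (SD, n = 3 pairs), and it was above 0 in each pair, at 0.11, 0.44 and 0.37. The exact sign-flip test gave a two-sided p of 0.25, the smallest that 3 pairs allow whatever the size of the change, so this test could not have passed 0.05. Of the other actin regulators named in the paper, chic had a log2 fold change of 0.30 (standard error 0.24), Moe 0.066 (standard error 0.20), Cdc42 0.10 (standard error 0.18), RhoGDI 0.066 (standard error 0.21) and Rac1 0.045 (standard error 0.17). LIMK1 had 0.34 (standard error 0.18), ssh 0.21 (standard error 0.17), ena 0.016 (standard error 0.18), tsr 0.0057 (standard error 0.19) and Mlc-c -0.15 (standard error 0.16). Each of these had an adjusted p of 0.999 by the edgeR test, and the signs of RhoGDI, Rac1, ena and tsr depended on the alternative settings. Only chic and LIMK1 among these 10 changed in the same direction in all 3 pairs. From the absence of significant changes in transcripts and in actin protein beside the lower phalloidin staining, the paper infers that Imp acts on F-actin formation.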

### Knockdown of Imp results in abnormal neuronal patterning in embryos

Since reduction of Imp levels resulted in compromised F-actin formation in S2 cells, we hypothesized that an Imp-deficient embryo would exhibit developmental defects. Therefore, we examined the *imp*^*G0072*^ mutant strain, which exhibits decreased *imp* transcript levels and is semi-lethal due to a P-element insertion in the *imp* locus [29]. Quantitative RT-PCR analysis of a collection of pupae showed that the *imp* transcript level was reduced to 8 % of the wild-type level (data not shown). To corroborate that the semi-lethal phenotype of *imp*^*G0072*^ flies was due to a disturbance at the *imp* locus, excision of the P-element was induced and both wild-type sequence and phenotype were restored, as previously described by Geng and Macdonald [13] (Figure S5 and “Supplementary Materials and methods” in Additional file 1). Increased mortality of the *imp*^*G0072*^ progeny compared with both wild-type and an FM7c balanced/wt was observed during all stages of life. Closer examination of the eclosing flies revealed that only 12 % (n = 383) were hemizygous males compared with the expected 25 %. Moreover, we found 30 hemizygous males struggling to emerge from their pupal cases, and among the 45 hemizygous males that did manage to eclose, all drowned shortly after in the medium.

The observation that the *imp*^*G0072*^ mutants were either incapable of emerging from their pupal cases or drowned in the medium suggests locomotion problems that could be ascribed to defects in the nervous system. This led us to investigate the neuronal patterning in *imp*^*G0072*^ mutant embryos. To identify the 25 % of the *imp*^*G0072*^ progeny that exhibited no *imp* wild-type allele, a new line from the *imp*^*G0072*^ strain was created, in which a β-galactosidase (β-gal) marker was present on the X-chromosome balancer FM7c, so that expression of β-gal would be linked to the presence of an FM7c balancer with a wild-type *imp* allele. In order to record the fraction of embryos with an abnormal neuronal pattern, the nervous system of wild-type embryos, and embryos of crosses between either wt/FM7c or *imp*^*G0072*^/FM7c females and FM7c/Y males, was visualized by enzyme-linked immunohistochemistry. Twenty-nine percent of the embryos showed an abnormal phenotype, which suggested that aside from the hemizygous males (*imp*^*G0072*^/Y), some heterozygotes (*imp*^*G0072*^/FM7c) were also affected by the P-element insertion. The binominal *P* values of *imp*^*G0072*^ embryos compared with either wild-type or wt/FM7c embryos were calculated, showing significantly increased rates of embryos with abnormal morphology and nervous systems (Fig. 5a).

**Fig. 5:**
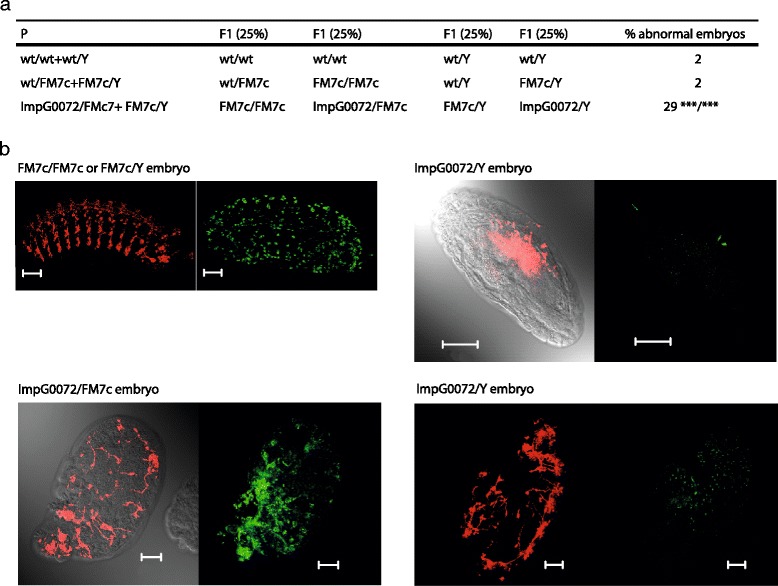
Reduced Imp levels result in aberrant neuronal patterning. **a** Theoretical genotypes and observed abnormal embryos in the F1 generation. FM7c designates an X-chromosome balancer containing a wild-type (wt) *imp* gene and *β*-*gal* gene, whereas *imp* ^*G0072*^ contains a P-element in the *imp* locus on the X chromosome. Wild type and FM7c balanced wild type exhibited equal rates of abnormal embryos. A binominal *P* value of <0.001 was calculated for the *imp* ^*G0072*^ mutant compared with either wild type or FM7c balanced wild type. Number of embryos counted: wt/wt + wt/Y cross 575 embryos, wt/FM7c + FM7c/Y cross 712 embryos, *imp* ^*G0072*^/ FM7c + FM7c/Y cross 558 embryos. **b** Whole-mount immunohistochemistry with the monoclonal antibody 22C10 staining neurofilamental Futsch (*red*), and β*-*gal (*green*) marking the X-chromosome balancer. *Top left*: an embryo with multiple wild-type Imp alleles and a nervous system that appears normal (scale bar 50 μm). *Bottom left*: an embryo with one Imp allele which is morphologically abnormal and an aberrant nervous system (scale bar 50 μm). *Top right*: an *imp* ^*G0072*^ hemizygous male embryo with a relatively normal morphology and a distinguishable central nervous system exhibiting pathfinding defects (scale bar 100 μm). *Bottom right*: an *imp* ^*G0072*^ hemizygous abnormal male embryo revealing extensive patterning defects (scale bar 50 μm)

To examine the neuronal patterning of mutant embryos, whole-mount immunostaining of the *imp*^*G0072*^/FM7c + FM7c/Y resulting embryos, using antibodies against β-gal and the MAP1B-like protein Futsch (mAb 22C10), was carried out. Staining with 22C10 showed a large variation among the mutants, ranging from a morphologically normal looking embryo with a nervous system that at least superficially appears normal (Fig. 5b, genotype FM7c/FM7c or FM7c/Y), to a morphologically normal embryo with an underdeveloped and abnormal nervous system (Fig. 5b, genotypes *imp*^*G0072*^/FM7c and *imp*^*G0072*^/Y). We conclude that embryos with reduced Imp levels exhibit abnormal neuronal patterning in the developing nervous system, and that even survivors at the pharate adult stage have profound locomotion problems.

## Discussion

In this study, we have identified the RNA targets of the endogenous *Drosophila* Imp protein on a transcriptome-wide scale, utilizing a highly specific polyclonal antibody in six biologically independent experiments with three different methods. In general, both iCLIP and PAR-iCLIP data revealed a striking preference for direct Imp attachment to 3′ UTRs at the expense of especially the coding region. The distinct binding profile in Fig. 2a provides comprehensive evidence that the CLIP tags are not the result of random unspecific cross-linking of an abundant RBP and is also in sharp contrast to the only other published CLIP study in the S2 cell line, namely an iCLIP analysis of Ago2 in nuclear extracts that exhibited a narrower peak profile [30]. An analysis of motifs associated with Imp iCLIP clusters showed that repeated CA-rich segments provide the most likely RNA–protein interface of a composite binding site consisting of a UA-rich cross-link motif, similar to the UUUAY motif previously identified for *Drosophila* Imp using SELEX [11], flanked by CA-rich regions in the 3′ UTR, which are enriched considerably among the top 86 targets. The CA-rich motif is reminiscent of the CAUH motif reported to be involved in binding of *Drosophila* Imp to the *unpaired* 3′ UTR [22]; the CAUH motif is also recognized by human IGF2BP1–3 in HEK293 cells, and in 30 % of cases is repeated within 3–5 nucleotides [17]. Moreover, a bipartite recognition motif consisting of CGGAC and MCAY within 10–25 nucleotides of each other has been suggested for the human KH34 di-domain [31], although the RNA-protein interface of the full-length protein appears to be considerably more complex spatially [9].

Although both *Drosophila* Imp and its vertebrate homologs contain the characteristic four KH domains, the former oligomerizes on targets of merely 200 nucleotides (Fig. 2c) whereas the human homologs only dimerize on 100–250 nucleotide target RNAs [32]. The multimerization of the *Drosophila* isoform, presumably mediated by the C-terminal low-complexity Gln-rich domain, may have a bearing on the extensive 3′ UTR cross-linking pattern reported here. In fact, there is a positive correlation between the average CLIP enrichment per nucleotide and the length of the 3′ UTR, which was not observed in CLIP experiments with other RBPs that also show a strong 3′ UTR enrichment, such as HuR [33] (Figure S2f in Additional file 1), implying that *Drosophila* Imp preferentially binds transcripts with long 3′ UTRs. This is a hallmark of cooperative multimerization but additional explanations are definitely feasible in a competitive in vivo scenario. Interestingly, hydrogels derived from low-complexity RBPs exhibit a preponderance to incorporate mRNAs with long 3′ UTRs [34], and since Imp encompasses a low-complexity Gln-rich C-terminus, the biochemically identified RNA assemblage that appears “granular” in Fig. 1b may actually be hydrogels, since a biotinylated isoxazole derivative is able to precipitate Imp from S2 cells [35].

The most striking result of our study is the identification of transcripts mediating actin cytoskeletal dynamics. An analysis of the RIP-seq, iCLIP and PAR-iCLIP data revealed 86 transcripts being top Imp targets based on their enrichment in both immunoprecipitated RNA and CLIP tags over transcript levels in the S2 cell line. Forty of these transcripts can be grouped into cellular processes linked to growth cone steering and axonal branching during neuronal development as illustrated in Fig. 6. The Imp RNP contains transcripts encoding the transmembrane protein Prominin-like, which is able to respond to external signals, and Cnx99A (calnexin), which is able to alter the internal Ca^2+^ environment, vital for regulation of growth cone outgrowth [36]. The GTPases (Arf79f, Cdc42, Rac1, R (Rap1) and Ran) are needed to initiate intracellular events, resulting in a reorganization of the actin cytoskeleton, while Moesin and alpha-Spectrin provide a link between the membrane and the cytoskeleton. The main instigator of the polymerization of G-actin into F-actin (Chickadee/profilin), as well as the microtubule-associated protein Mapmodulin, are also present. Transcripts encoding proteins necessary for intracellular trafficking in the growth cone (Rab5, Rab11, Arf51F and Surf4) are also found in the Imp RNP. Additional references to Fig. 6 are listed in Figure S6 in Additional file 1. Less conservative exclusion criteria reveal *enabled*, *Myosin light chain cytoplasmic*, and *Act42a* transcripts as additional Imp targets. Interestingly, the major actin isoform in S2 cells encoded by *Act42a* mRNA was present among the top 140 transcripts in all four CLIP experiments, but exhibited a low enrichment factor in the RIP experiments. This indicates that Imp binds with modest affinity to *Act42a* mRNA and, therefore, is washed away, at least to some extent, during the immunoprecipitation.

**Fig. 6:**
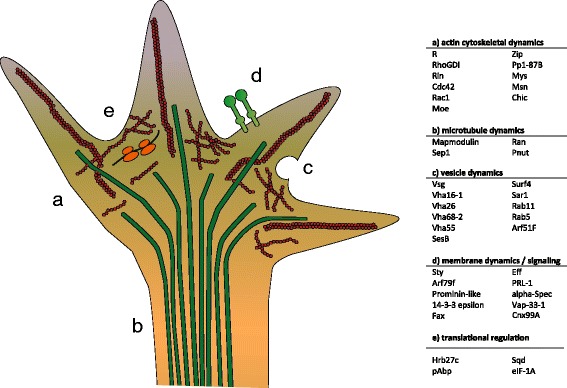
A model of the Imp post-transcriptional RNA assemblage in growth cone dynamics. Forty out of the 86 transcripts identified by the three different high-throughput analyses as being associated with Imp (Fig. 3; Figure S3b in Additional file 1) have been divided into five categories (a–e) participating in growth cone dynamics. References for each of the categorized transcripts and their involvement in neuronal development and growth cone biology are in Figure S6 in Additional file 1

The concept of Imp homologs being involved in growth cone turning has been shown previously, but focus has been on the β-actin/ZBP1 paradigm and not on the growth cone transcriptome [37, 38]. However, a recent study of γ-neurons in mushroom bodies of *Drosophila* Imp knockout flies has shown that Chickadee/profilin overexpression is able to partially rescue a neurite branching defect [15], providing a glimpse of a more composite Imp-regulated growth cone targetome. An intriguing result of the Imp top target analysis was the absence of transcripts encoding Twinstar (the cofilin homolog responsible for severing F-actin), Lim kinase 1 (which inactivates Twinstar), and the serine-3 phosphatase Slingshot (which activates Twinstar) [39]. In an Imp-deficient background, there was a down-regulation of F-actin levels, and this phenotype was more pronounced in the presence of a ROCK inhibitor, lending support to a scenario where the Imp RNA assemblage may be coordinating F-actin polymerization. Inhibiting the function of ROCK causes increased severing of F-actin filaments, but F-actin staining was similar to that seen in untreated cells. This is most likely due to the increased presence of barbed ends and an increased potential for addition of actin monomers to the filaments. Knockdown of Imp diminished the level of F-actin, and this phenotype was more pronounced in the presence of ROCK inhibitor, suggesting that Imp is involved in the addition of actin monomers to the filaments. Since knockdown of Imp did not affect the level of actin monomers but caused a decrease in F-actin staining, we infer that the presence of the Imp assemblage facilitates F-actin polymerization.

One could speculate that the Imp RNP encapsulates transcripts needed for coordinated on-site (de novo) protein synthesis of filopodia components in response to directional guidance cues. This interpretation is supported by experiments performed in mouse primary cortical neurons [40], *Drosophila* mushroom body γ-neurons [15], and *Xenopus* retinal ganglion cells [41] that all find Imp responsible for correct branching events rather than being essential for default neurite extension.

The embryo phenotype of Imp knockdown we report in this study exhibited a broad range of penetrance — almost to the point of being stochastic — and the few survivors reaching the pharate adult stage showed severe locomotion defects. In a more general fashion, the broad range of Imp knockout phenotypes suggests that Imp provides robustness to cytoplasmic post-transcriptional regulation by supplying RNA assemblages coordinating spatiotemporal protein production essential for cellular extensions. In the same vein, during spermatogenesis Imp exhibits abundant expression in the tail cyst cell encasing the extraordinarily long spermatids [12], and its elongation is dependent on F-actin formation, so the top-ranked transcripts identified in the present study may therefore also participate in cyst cell elongation via an Imp-facilitated mechanism. Moreover, the clustering of transcripts encoding RNA-binding proteins such as Hrb27c, Squid, Ypsilon schachtel and Pabp2, combined with a critical role of the cortical actin-binding protein Moesin in *oskar* mRNA anchoring during oogenesis [42], suggests a coordinating role of Imp in the interplay between the localization apparatus and F-actin at the posterior oocyte cortex.

## Conclusions

Neurogenesis and gametogenesis are characterized by a requirement for plasticity in terms of local cellular elongation, yet preserving a differentiated or totipotent state, respectively. Therefore, coordination of gene expression has to some extent become an RNA-centric task, and the physical manifestation of the post-transcriptional RNA regulon is provided by cytoplasmic RNP granules/hydrogels encompassing functionally related mRNAs associated with similar RBPs, as shown for Imp in the present study. These RNA assemblages facilitate fast sub-cytoplasmic recruitment of genetic information to the translational apparatus, thereby ensuring synchronous on-site translation in response to extracellular cues.

## Materials and methods

### *Drosophila* cell culture

S2 cells (Invitrogen) were cultured at 26 °C in Schneider’s *Drosophila* medium (Biowest) containing 10 % heat-inactivated fetal bovine serum, 100 U/ml penicillin and 100 μg/ml streptomycin.

### Immunofluoresence of S2 cells

S2 cells were fixed on concanavalin A (Sigma-Aldrich) coated glass bottom dishes with 10 % formaldehyde for 10 min and permeabilized with 0.1 % Triton X-100 in phosphate-buffered saline (PBS) for 3 min [43]. After blocking with 1 % normal goat serum in PBS for 1 h at room temperature, cells were incubated overnight at 4 °C with polyclonal antibody raised against Imp [10]. Following washes in PBS, cells were stained with Alexa Fluor® 568 anti-rabbit antibodies (Life Technologies) and Alexa Fluor® 488 phalloidin (Life Technologies) in 1 % normal goat serum in PBS for 1.5 h at room temperature.

### Immunofluoresence of Imp dsRNAi-mediated knockdown in S2 cells

In a 6-well plate, 1 × 10^6^ cells/ml were soaked with 40 μg/ml dsRNA corresponding to the *imp* or *luciferase* genes. Each day, cells received a boost of 40 μg/ml dsRNA. After the boost on the third day, cells were treated with 10 μM ROCK inhibitor (Y-27632, Sigma Aldrich) for 20 h. The medium was removed and cells were fixed and immunostained as previously described. Cells were examined by structured illumination (SIM) and by confocal microscopy (Zeiss LSM 780) to obtain high resolution pictures and quantification of Imp and F-actin, respectively. Employing a 40× objective, Alexa 568 and Alexa 488 pixels were quantified in ten visual fields randomly selected using the automatic controller of the microscope. Pixels were quantified employing the HISTO functionality of the ZEN 2011 software package (Carl Zeiss). Channels were evaluated separately, and the mean intensity in each field was determined after thresholding. Significant differences were analyzed by a Student’s *t*-test. For more information see “Supplementary Materials and methods” in Additional file 1.

### RIP-seq

S2 cells were lysed in 50 mM Tris–HCl (pH 8.0), 100 mM NaCl, 1 % NP-40, 1.5 mM EDTA, complete EDTA-free protease inhibitor cocktail (Roche), 1 U/μl RiboLock (Thermo Scientific) and immunoprecipitated using polyclonal anti-Imp antibody coated Protein A Dynabeads (Life Technologies). Following repeated washes in lysis buffer, TRI Reagent (Sigma-Aldrich) was added to the beads and the RNA was isolated according to the manufacturer’s specifications. RNA from two biologically independent RIP-seq experiments as well as poly(A)-enriched RNA from cells isolated on the same day as cells used for RIP-seq, were fractionated, and library preparation was performed as described by [44], with the final library being amplified with 28 cycles of PCR.

### iCLIP and PAR-iCLIP sequencing

Imp iCLIP and Imp PAR-iCLIP were performed in biological replicates essentially as described in [17, 23]. Briefly, 5 × 10^7^*Drosophila* S2 cells were used for each iCLIP and PAR-iCLIP experiment. Cells for iCLIP were irradiated with 250 mJ at 254 nm UV light, whereas cells were treated with 100 μM 4-thiouridine for 16 h prior to UV cross-linking with 250 mJ at 365 nm in the PAR-iCLIP procedure. Cells were lysed with lysis buffer (50 mM Tris–HCl, pH 8.0, 100 mM NaCl, 1 % NP-40, complete EDTA-free protease inhibitor cocktail (Roche)), followed by ribonuclease T1 digestion (Thermo Scientific; 0.005 U/μl for iCLIP and 0.05 U/μl for PAR-iCLIP) in the presence of 0.0025 U/μl DNase I (Thermo Scientific) for 10 min at 37 °C. Imp–RNA complexes were immunoprecipitated using rabbit anti-Imp antibody-coated Protein A Dynabeads (Life Technologies) for 2 h at 4 °C. Beads were washed three times with high-salt buffer (50 mM Tris–HCl, pH 7.4, 500 mM NaCl, 1 % NP-40, 1 mM EDTA, 0.125 % SDS) and twice with wash buffer (20 mM Tris–HCl, pH 7.4, 10 mM MgCl_2_, 0.5 % NP-40). The RNA purification and library generation were performed as described in [23] with 21–34 cycles of PCR amplification. E-gel size selection was done in order to remove the reverse transcription and Illumina primer annealing by-product.

### RNA-seq for normalizing iCLIP data

In order to normalize iCLIP and PAR-iCLIP data, RNA-seq was performed on cells harvested on the same day as cells used in the iCLIP procedure. For each replicate, total RNA was isolated from 5 × 10^7^ cells using the standard TRI Reagent protocol (Sigma Aldrich). Poly(A) RNA was enriched from 100 μg total RNA using Poly(A) Purist MAG kit (Ambion) according to the manufacturer’s specifications. The poly(A) RNA was fragmented into approximately 280 nucleotides by heating at 95 °C for 3.5 min in the presence of 50 mM Tris–HCl (pH 8.0) and 5 mM MgCl_2_. Treatment of the RNA with T4 polynucleotide kinase (Thermo Scientific), according to the manufacturer’s specifications, resulted in dephosphorylation of the 3′ ends of the RNA. The remaining part of the RNA-seq library preparation was performed as described in [23] with 17 cycles of PCR amplification.

### Gene ontology terms

The transcripts present in a top 200 ranking of normalized RIP-seq datasets were used as input for the term enrichment tool AmiGO [45] using a *P* value cutoff of 0.0001. As background sample, a list was made of all poly(A) RNAs present in the S2 cell line according to the RNA-seq.

### Whole mount immunostaining of embryos

*Imp*^*G0072*^ was obtained from the Bloomington *Drosophila* Stock Center (stock number 11798, w67c23 P{lacW}ImpG0072/FM7c). The strain was generated by a P-element insertion in the *imp* locus in a region corresponding to an intron upstream of the initiation codons [29]. Embryos were dechorionized for two minutes in 2 % sodium hypochlorit and fixed in 4 % paraformaldehyde. In order to record the fraction of embryos with an abnormal neuronal pattern, the nervous system of wild-type embryos, and embryos of crosses between either wt/FM7c or *imp*^*G0072*^/FM7c females and FM7c/Y males, was visualized by enzyme-linked immunohistochemistry. The monoclonal neuronal marker 22C10, which recognizes the MAP1B-like protein Futsch and labels both the central and peripheral nervous systems [46], was used as the primary antibody, followed by anti-mouse horse radish peroxidase-catalyzed diaminobenzidine oxidation (Cell Signaling). The frequency of embryos with an abnormal morphology and nervous system was recorded, and the percentage of abnormal embryos was determined. In the co-staining with anti-β-gal antibody (Rockland; 1:10,000) and monoclonal anti-Futsch 22C10 antibody (1:100; Developmental Studies Hybridoma Center, University of Iowa), the secondary antibodies were anti-rabbit Alexa Fluor® 488 and anti-mouse Alexa Fluor® 555 from Molecular Probes (1:1000), respectively. Fluorescent immunostainings were visualized with a confocal Zeiss LSM510 microscope.

### Read mapping and processing

All sequencing data were produced by The Danish National High-Throughput DNA Sequencing Centre using Illumina HiSeq and 50–100 bp single-end reads. The mapping procedure for iCLIP, PAR-iCLIP, RIP and RNA-seq controls is described in “Supplementary Materials and methods” in Additional file 1.

### CLIP and RIP normalization

The iCLIP and RIP libraries were prepared from the same biological sample as that used for the RNA-seq data sets. Therefore, we normalized each RIP and iCLIP replicate with its corresponding RNA-seq replicate. The PAR-iCLIP replicates were normalized to a pool of two iCLIP RNA-seq controls. The enrichment *e* of CLIP in a position *i* of a particular cluster *k* is calculated as:

1 $$ {e}_{i,k}=\frac{M.{L}_g.{c}_i}{N{\displaystyle {\sum}_{j=1}^{L_g}}{r}_j\ } $$

where *c*_*i*_ is the count of CLIP base calls in position *i*, and *N* the total amount of confidently mapped CLIP reads. As *r*_*j*_ is the count of RNA-seq reads, $$ \frac{1}{M{L}_g}\left({\displaystyle \sum_{j=1}^{L_g}}{r}_j\right) $$ is the sum of RNA-seq base calls across the transcript *g*, normalized to the total amount of confidently mapped RNA-seq reads *M* and the length of the transcript *L*_*g*_.

### Standardized transcript profiles

To make standardized profiles, the longest protein-coding transcript of each gene with at least 30 % RNA-seq coverage in the S2 cell line was used. The regions (5′ UTR, CDS, 3′ UTR) of those transcripts were divided into a fixed number of bins as follows: 20 bins for 5′ UTRs, 50 bins for CDS and 50 bins for 3′ UTRs. The calculation of mean enrichment is described in “Supplementary Materials and methods” in Additional file 1.

### Transcriptome-wide Imp binding and transcript ranking

To quantify *Drosophila* Imp binding across the whole transcriptome (Fig. 3a), we pooled CLIP replicates and RIP-seq replicates separately, and the CLIP was normalized by a pool of RNA-seq replicates associated with the iCLIP while the RIP was normalized to the RNA-seq associated with the RIP-seq. Transcripts were then ordered according to decreasing enrichment. Identification of transcripts bound by Imp was accomplished by calculating a normalized enrichment per nucleotide in 3′ UTRs for the iCLIP and PAR-iCLIP data and RIP-seq data. Each replicate was normalized by a pool of RNA-seq replicates associated with the iCLIP and rankings were summarized and merged. Only the 1157 most expressed transcripts with an expression level higher than the average expression of a given dataset were considered. This was done to avoid a high degree of variation due to low gene expression and thereby inconsistent rankings across replicates. This normalized coverage was then used to rank transcripts according to enrichment (Fig. 3b).

### Word enrichment analysis

Imp CLIP-seq data form very large clusters that cover the entire 3′ UTRs in some cases. Thus, upon normalization of clusters from pooled iCLIP and pooled PAR-iCLIP replicates, they were divided into smaller regions based on the enrichment changes across the clusters. In this way, segments that were highly covered by CLIP-data, i.e., highly enriched, and segments less enriched could be separated. We extracted the sequences and ranked them by maximal normalized enrichment in the associated cluster (described in Eq. 1) after discarding small clusters (less than six reads) and genes with low expression levels (average of less than five reads per nucleotide), and selected the 25,000 most enriched clusters in 3′ UTRs. These sequences and the enrichment ranking were subjected to the motif discovery method cWords [24] in two separate analyses, one for each iCLIP protocol.

### Hidden Markov model

To assess the presence of putative *Drosophila* Imp binding sites, we specified a HMM in the anHMM framework [47]. A state diagram of the HMM is shown in Figure S3c in Additional file 1. In the state diagram, all transitions are uniformly assigned, except the transition marked by the *t1* label, which is 0.95. All states have emission probabilities of the letter shown in the diagram set to 0.9. The HMM was used to identify independent instances of the CA-rich and UA-rich motifs and post-processed such that alternating occurrences of the two motifs were merged into one composite motif if they were spaced a maximum of 50 nucleotides apart. All other single motif occurrences were filtered out. We annotated the entire genome on both strands with matches using Viterbi decoding. We summarized binding sites in the top 86 transcripts bound by Imp and in all expressed transcripts with at least 30 % RNA-seq coverage in S2 cells. We found matches in 3′ UTRs for 76 of the top 86 transcripts.

### Data access

All the data reported in this paper can be found in the Gene Expression Omnibus database with accession number GSE62997.

## Additional file

Additional file 1: Supplemental Figures S1–S6 and Supplemental Materials and methods and Supplemental References. Figure S1 is related to Fig. 1, Figure S2 is related to Fig. 2, Figure S3 is related to Fig. 3, Figure S4 is related to Fig. 4, Figure S5 is related to Fig. 5, and Figure S6 is related to Fig. 6.

## Abbreviations

β-gal: β-galactosidase
CDS: coding sequence
CLIP: cross-linking and immunoprecipitation
dsRNAi: double-stranded RNA interference
GO: gene ontology
HMM: hidden Markov model
HuR: human antigen R
iCLIP: individual-nucleotide resolution cross-linking and immunoprecipitation
KH: K homology
PAR-CLIP: photoactivatable ribonucleoside cross-linking and immunoprecipitation
PBS: phosphate-buffered saline
RBP: RNA-binding protein
RIP: RNA-binding protein immunoprecipitation
RNA-seq: high-throughput sequencing of cDNAs
RNP: ribonucleoprotein
ROCK: Rho-associated protein kinase
UTR: untranslated region

## References

[1] Gomez TM, Letourneau PC (2014). Actin dynamics in growth cone motility and navigation. J Neurochem.

[2] Jung H, Gkogkas CG, Sonenberg N, Holt CE (2014). Remote control of gene function by local translation. Cell.

[3] Keene JD (2007). RNA regulons: coordination of post-transcriptional events. Nat Rev Genet.

[4] Gerber AP, Herschlag D, Brown PO (2004). Extensive association of functionally and cytotopically related mRNAs with Puf family RNA-binding proteins in yeast. PLoS Biol.

[5] Lecuyer E, Yoshida H, Parthasarathy N, Alm C, Babak T, Cerovina T (2007). Global analysis of mRNA localization reveals a prominent role in organizing cellular architecture and function. Cell.

[6] Oleynikov Y, Singer RH (2003). Real-time visualization of ZBP1 association with beta-actin mRNA during transcription and localization. Curr Biol.

[7] Zhang HL, Eom T, Oleynikov Y, Shenoy SM, Liebelt DA, Dictenberg JB (2001). Neurotrophin-induced transport of a beta-actin mRNP complex increases beta-actin levels and stimulates growth cone motility. Neuron.

[8] Nielsen FC, Nielsen J, Kristensen MA, Koch G, Christiansen J (2002). Cytoplasmic trafficking of IGF-II mRNA-binding protein by conserved KH domains. J Cell Sci.

[9] Wachter K, Kohn M, Stohr N, Huttelmaier S (2013). Subcellular localization and RNP formation of IGF2BPs (IGF2 mRNA-binding proteins) is modulated by distinct RNA-binding domains. Biol Chem.

[10] Adolph SK, DeLotto R, Nielsen FC, Christiansen J (2009). Embryonic expression of Drosophila IMP in the developing CNS and PNS. Gene Expr Patterns.

[11] Munro TP, Kwon S, Schnapp BJ, St Johnston D (2006). A repeated IMP-binding motif controls oskar mRNA translation and anchoring independently of Drosophila melanogaster IMP. J Cell Biol.

[12] Fabrizio JJ, Hickey CA, Stabrawa C, Meytes V, Hutter JA, Talbert C (2008). Imp (IGF-II mRNA-binding protein) is expressed during spermatogenesis in Drosophila melanogaster. Fly (Austin).

[13] Geng C, Macdonald PM (2006). Imp associates with squid and Hrp48 and contributes to localized expression of gurken in the oocyte. Mol Cell Biol.

[14] Boylan KL, Mische S, Li M, Marques G, Morin X, Chia W (2008). Motility screen identifies Drosophila IGF-II mRNA-binding protein–zipcode-binding protein acting in oogenesis and synaptogenesis. PLoS Genet.

[15] Medioni C, Ramialison M, Ephrussi A, Besse F (2014). Imp promotes axonal remodeling by regulating profilin mRNA during brain development. Curr Biol.

[16] Licatalosi DD, Mele A, Fak JJ, Ule J, Kayikci M, Chi SW (2008). HITS-CLIP yields genome-wide insights into brain alternative RNA processing. Nature.

[17] Hafner M, Landthaler M, Burger L, Khorshid M, Hausser J, Berninger P (2010). Transcriptome-wide identification of RNA-binding protein and microRNA target sites by PAR-CLIP. Cell.

[18] Konig J, Zarnack K, Rot G, Curk T, Kayikci M, Zupan B (2010). iCLIP reveals the function of hnRNP particles in splicing at individual nucleotide resolution. Nat Struct Mol Biol.

[19] Macias S, Plass M, Stajuda A, Michlewski G, Eyras E, Caceres JF (2012). DGCR8 HITS-CLIP reveals novel functions for the Microprocessor. Nat Struct Mol Biol.

[20] Sanford JR, Wang X, Mort M, Vanduyn N, Cooper DN, Mooney SD (2009). Splicing factor SFRS1 recognizes a functionally diverse landscape of RNA transcripts. Genome Res.

[21] Martin G, Gruber AR, Keller W, Zavolan M (2012). Genome-wide analysis of pre-mRNA 3′ end processing reveals a decisive role of human cleavage factor I in the regulation of 3′ UTR length. Cell Rep.

[22] Toledano H, D'Alterio C, Czech B, Levine E, Jones DL (2012). The let-7-Imp axis regulates ageing of the Drosophila testis stem-cell niche. Nature.

[23] Konig J, Zarnack K, Rot G, Curk T, Kayikci M, Zupan B (2011). iCLIP–transcriptome-wide mapping of protein-RNA interactions with individual nucleotide resolution. J Vis Exp.

[24] Rasmussen SH, Jacobsen A, Krogh A (2013). cWords - systematic microRNA regulatory motif discovery from mRNA expression data. Silence.

[25] Lewis HA, Musunuru K, Jensen KB, Edo C, Chen H, Darnell RB (2000). Sequence-specific RNA binding by a Nova KH domain: implications for paraneoplastic disease and the fragile X syndrome. Cell.

[26] Backe PH, Messias AC, Ravelli RB, Sattler M, Cusack S (2005). X-ray crystallographic and NMR studies of the third KH domain of hnRNP K in complex with single-stranded nucleic acids. Structure.

[27] Song X, Chen X, Yamaguchi H, Mouneimne G, Condeelis JS, Eddy RJ (2006). Initiation of cofilin activity in response to EGF is uncoupled from cofilin phosphorylation and dephosphorylation in carcinoma cells. J Cell Sci.

[28] Rogers SL, Wiedemann U, Stuurman N, Vale RD (2003). Molecular requirements for actin-based lamella formation in Drosophila S2 cells. J Cell Biol.

[29] Peter A, Schottler P, Werner M, Beinert N, Dowe G, Burkert P (2002). Mapping and identification of essential gene functions on the X chromosome of Drosophila. EMBO Rep.

[30] Taliaferro JM, Aspden JL, Bradley T, Marwha D, Blanchette M, Rio DC (2013). Two new and distinct roles for Drosophila Argonaute-2 in the nucleus: alternative pre-mRNA splicing and transcriptional repression. Genes Dev.

[31] Patel VL, Mitra S, Harris R, Buxbaum AR, Lionnet T, Brenowitz M (2012). Spatial arrangement of an RNA zipcode identifies mRNAs under post-transcriptional control. Genes Dev.

[32] Nielsen J, Kristensen MA, Willemoes M, Nielsen FC, Christiansen J (2004). Sequential dimerization of human zipcode-binding protein IMP1 on RNA: a cooperative mechanism providing RNP stability. Nucleic Acids Res.

[33] Mukherjee N, Corcoran DL, Nusbaum JD, Reid DW, Georgiev S, Hafner M (2011). Integrative regulatory mapping indicates that the RNA-binding protein HuR couples pre-mRNA processing and mRNA stability. Mol Cell.

[34] Han TW, Kato M, Xie S, Wu LC, Mirzaei H, Pei J (2012). Cell-free formation of RNA granules: bound RNAs identify features and components of cellular assemblies. Cell.

[35] Kato M, Han TW, Xie S, Shi K, Du X, Wu LC (2012). Cell-free formation of RNA granules: low complexity sequence domains form dynamic fibers within hydrogels. Cell.

[36] Tang F, Dent EW, Kalil K (2003). Spontaneous calcium transients in developing cortical neurons regulate axon outgrowth. J Neurosci.

[37] Leung KM, van Horck FP, Lin AC, Allison R, Standart N, Holt CE (2006). Asymmetrical beta-actin mRNA translation in growth cones mediates attractive turning to netrin-1. Nat Neurosci.

[38] Yao J, Sasaki Y, Wen Z, Bassell GJ, Zheng JQ (2006). An essential role for beta-actin mRNA localization and translation in Ca2 + −dependent growth cone guidance. Nat Neurosci.

[39] Niwa R, Nagata-Ohashi K, Takeichi M, Mizuno K, Uemura T (2002). Control of actin reorganization by Slingshot, a family of phosphatases that dephosphorylate ADF/cofilin. Cell.

[40] Welshhans K, Bassell GJ (2011). Netrin-1-induced local beta-actin synthesis and growth cone guidance requires zipcode binding protein 1. J Neurosci.

[41] Kalous A, Stake JI, Yisraeli JK, Holt CE (2014). RNA-binding protein Vg1RBP regulates terminal arbor formation but not long-range axon navigation in the developing visual system. Dev Neurobiol.

[42] Jankovics F, Sinka R, Lukacsovich T, Erdelyi M (2002). MOESIN crosslinks actin and cell membrane in Drosophila oocytes and is required for OSKAR anchoring. Curr Biol.

[43] Buster DW, Nye J, Klebba JE, Rogers GC (2010). Preparation of Drosophila S2 cells for light microscopy. J Vis Exp.

[44] Kielpinski LJ, Boyd M, Sandelin A, Vinther J (2013). Detection of reverse transcriptase termination sites using cDNA ligation and massive parallel sequencing. Methods Mol Biol.

[45] Boyle EI, Weng S, Gollub J, Jin H, Botstein D, Cherry JM (2004). GO::TermFinder–open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics.

[46] Hummel T, Krukkert K, Roos J, Davis G, Klambt C (2000). Drosophila Futsch/22C10 is a MAP1B-like protein required for dendritic and axonal development. Neuron.

[47] Sonnhammer EL, von Heijne G, Krogh A (1998). A hidden Markov model for predicting transmembrane helices in protein sequences. Proc Int Conf Intell Syst Mol Biol.

# Supplementary material for: Drosophila Imp iCLIP identifies an RNA assemblage coordinating F-actin formation
**Source:** Genome Biol. 2015 Jun 9;16(1):123. doi: 10.1186/s13059-015-0687-0
**Supplement:** Additional file 1: — Supplemental Figures S1–S6 and Supplemental Materials and methods and Supplemental References. Figure S1 is related to Fig. 1, Figure S2 is related to Fig. 2, Figure S3 is related to Fig. 3, Figure S4 is related to Fig. 4, Figure S5 is related to Fig. 5, and Figure S6 is related to Fig. 6.

## SUPPLEMENTAL MATERIAL

Six supplemental figures:

Supplemental Figure S1: Related to Figure 1

Supplemental Figure S2: Related to Figure 2

Supplemental Figure S3: Related to Figure 3

Supplemental Figure S4: Related to Figure 4

Supplemental Figure S5: Related to Figure 5

Supplemental Figure S6: Related to Figure 6

Supplemental Materials and methods

Supplemental References

## Supplemental Figures

Hansen\_SupFig\_S1

A

B

**S1 Figure legend**

(A) The figure shows the mapping statistics of each of the biological replicates of the RIP-seq libraries. Mapping was performed as described in Supplemental Materials and methods.

(B) GO-term analysis using the term enrichment tool AmiGO, on the top 200 most highly enriched transcripts shared between RIP-seq experiments. As background sample, a list of all the transcripts present in the S2 cell line, according to the RNA-seq, was made. *P*-value was set to 0.0001.

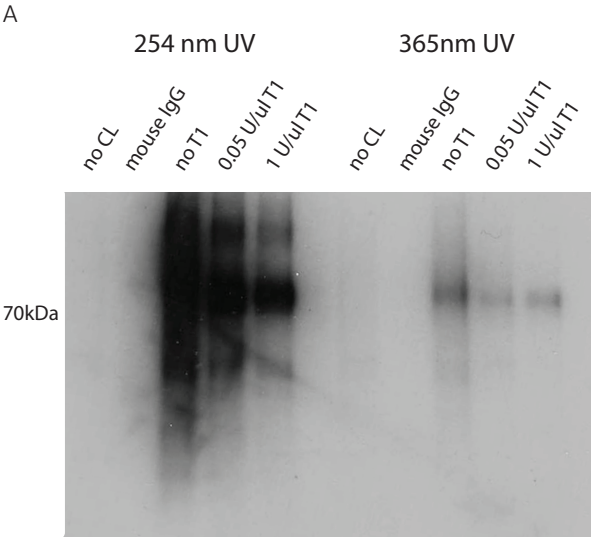

**B**

  

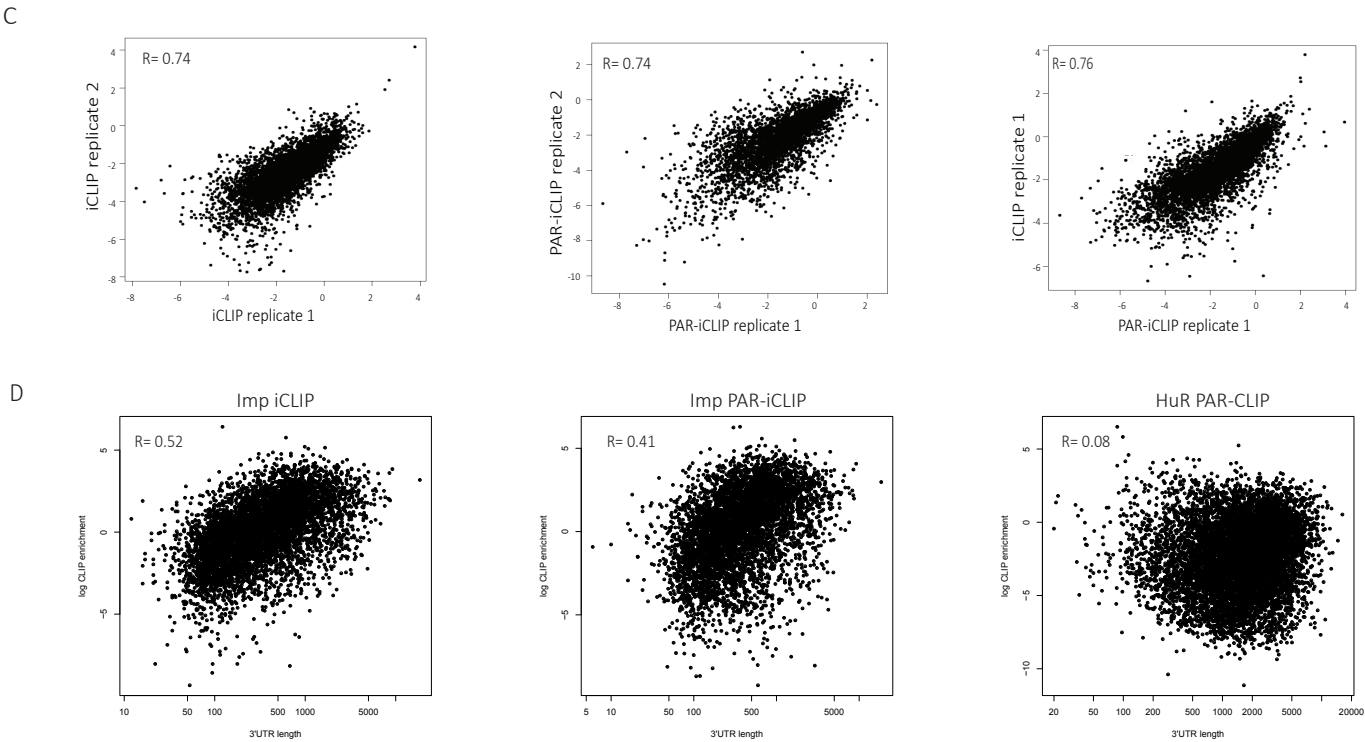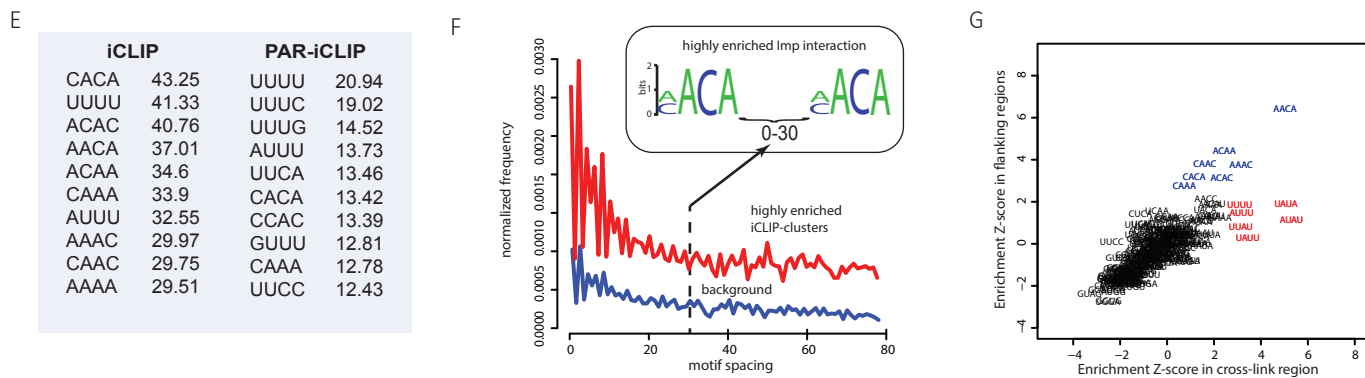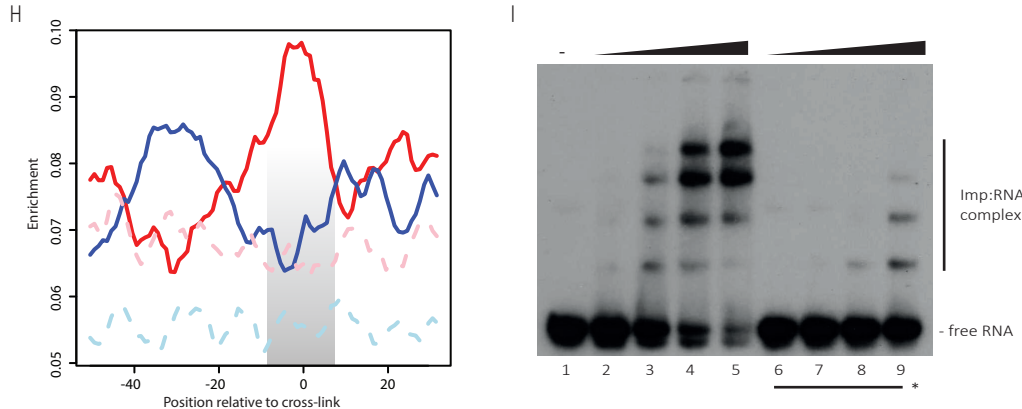

## S2 Figure legend

(A) An autoradiogram of the cross-linked immunoprecipitated RNA:Imp complexes.

In both iCLIP (254nm UV cross-linking) and PAR-iCLIP (365nm UV cross-linking), the isolation of RNA:Imp complexes was dependent on cross-linking (no signal is seen in the absence of cross-linking), dependent upon Imp antibody pulldown (no signal is seen when attempting pull-down with anti-mouse IgG coated Protein A Dynabeads), and it was sensitive to RNase T1 treatment (a higher concentration of T1 results in trimming of the RNA:Imp complexes).

(B) Mapping statistics of all four CLIP libraries

(C) Correlation analysis between the two iCLIP replicates, the two PAR-iCLIP replicates and iCLIP replicate 1 and PAR-iCLIP replicate 1. The scatter plot shows the natural logarithm of CLIP enrichment values per nucleotide in 3'UTRs for each dataset. There is a strong correlation both among the biological replicates and between protocols.

(D) Correlation analysis between CLIP tags per nucleotide and the length of the 3'UTR.

The scatterplots show a correlation between the length of the 3'UTR and the enrichment of CLIP tags per nucleotide. This phenomenon was seen for both iCLIP and PAR-iCLIP datasets. However, this correlation was not found for the RNA-binding protein HuR (HuR PAR-CLIP data obtained from [1]).

(E) Top 10 most over-represented words from cWords motif analysis of top 25,000 variable sized sequences, covered by iCLIP and PAR-iCLIP clusters ranked by normalized CLIP enrichment.

(F) Relationship between co-occurrence frequency and motif spacing. The red line illustrates normalized frequency of co-occurring MACA motifs in highly enriched fixed sized sequences covered by iCLIP clusters in 3'UTRs. The blue line shows the frequency in randomly selected clusters of the same length as above from 3'UTRs. The boxed motif shows the highly enriched binding sequences and over-represented spacing distribution, with distances from 0 to 30 nt. In this plot, a horizontal line means that there is no dependence between MACA co-occurrences. We see a higher dependence when spacing between MACA occurrences is smaller than 30 nucleotides due to the presence of low-complexity regions, which is further supported by the strongly fluctuating pattern. Furthermore, we observe that in highly enriched fixed clusters co-occurrence of MACA motifs is around 4 times more frequent than in the background clusters.

(G) Scatter plot displaying the Z-score of all 4-mers in cross-link region (x-axis) and flanking regions (y-axis) in the 3000 most enriched PAR-iCLIP clusters compared to background clusters. The words with the highest Z-score either in the cross-link region or in the flanking regions are highlighted in red (UAUA, AUAU, AUUU, UAUU, UUAU, UUUU) and blue (ACAC, CACA, AACA, ACAA, CAAA, AAAC, CAAC), respectively.

(H) Plot of a running mean (over 5 nucleotides) of positional enrichment showing the distribution of the CA- (blue line) and UA-rich (red line) words identified in Supplementary Figure 2G in high-affinity PAR-iCLIP clusters. The shaded area highlights the cross-link region. Enrichment of the same motifs in randomly selected (background) clusters from 3'UTRs is depicted by dashed light blue (CA-rich motifs) and pink (UA-rich motifs).

(I) Electrophoretic mobility-shift assay of an RNA segment from the 3'UTR of the *pAbp* transcript with recombinant *Drosophila* Imp protein (2.5 nM, 7.5 nM, 22.5 nM, and 67.5 nM). The bar with the asterisk represents addition of 100 nM unlabeled target RNA.

Hansen\_SupFig\_S3

A

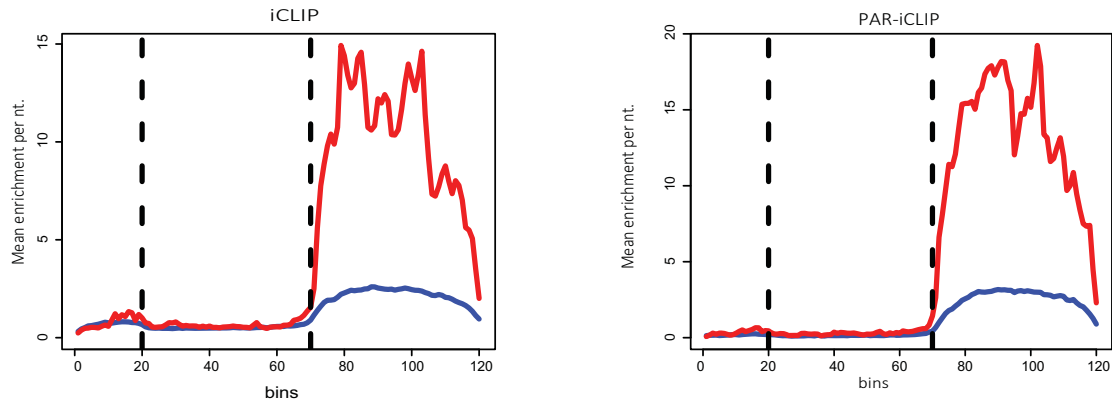

B

C

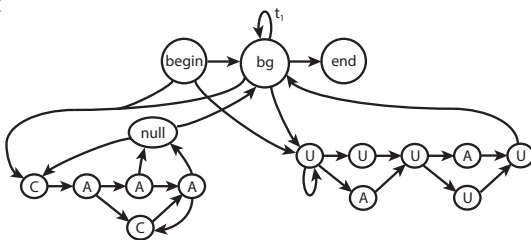

D

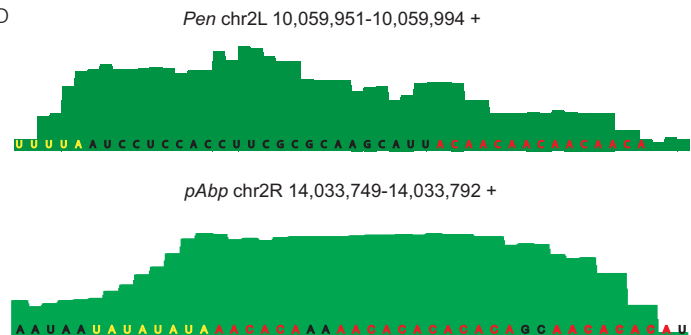

### S3 Figure legend

(A) Standardized transcript profile showing the CLIP enrichment from iCLIP (left) and PAR-iCLIP (right) in the top 86 transcripts highly enriched in iCLIP, PAR-iCLIP and RIP-Seq experiments (red line) compared to the remaining transcripts expressed in S2 cells (blue line). The y-axis displays the average CLIP enrichment and the x-axis shows the position along the standardized transcript.

(B) List of the 86 shared transcripts between the RIP-seq, iCLIP and PAR-iCLIP analyses. The NCBI Homologene database and literature search were used to identify the protein family or conserved domains of each of the 86 *Drosophila* transcripts.

(C) State diagram of the HMM designed to identify Imp binding motifs in transcripts. In the state diagram all transitions are uniformly assigned, except the transition marked by the t1 label, which is 0.95. All states have emission probabilities of the letter shown in the diagram set to 0.9.

(D) Close-up of two highly enriched iCLIP clusters along the *Pendulin* (*Pen*) and *pAbp* transcripts. The corresponding nucleotide sequence shows the putative Imp binding sequences highlighted. UA-rich motifs are displayed in yellow and CA-rich motifs are highlighted in red.

A

B

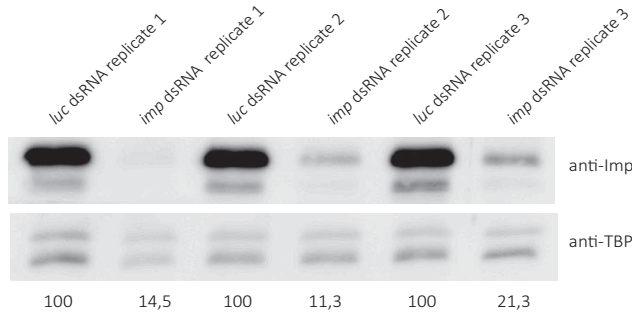

C

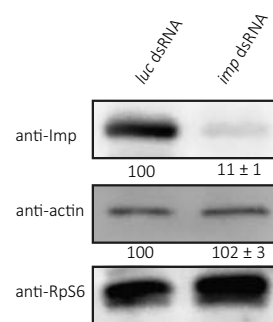

#### S4 Figure legend

(A) Table showing the mean intensity of Alexa Fluor 488 (green) and Alexa Fluor 568 (red) pixels (phalloidin and Imp staining, respectively). 

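Figure S4a gives the mean phalloidin intensity and the thresholded area of 10 fields per dish, with 1 dish per treatment. The fields of a dish are not independent cultures, so a test between them compares dishes. The median phalloidin intensity was 51.4 in the imp dsRNA dish and 65.0 in the luciferase dsRNA dish, a reduction of 20.8% (two-sided permutation test of the medians, 100000 resamples, p = 0.0339), and the means were 53.3 ± 11.4 (SD, 10 fields) and 62.9 ± 7.79 (SD, 10 fields), a reduction of 15.3% (permutation test, p = 0.0427). With ROCK inhibitor the medians were 47.2 and 74.0, a reduction of 36.2% (permutation test, p = 0.00167), and the means differed by 30.1% (permutation test, p = 0.00275). When the median was weighted by the thresholded area of the fields, the reduction was 12.6% without inhibitor (permutation test, p = 0.368) and 35.7% with it (permutation test, p = 0.00066). Such a weighted median is the value of a single field, 55.4 and 63.4 in the imp dsRNA and luciferase dsRNA dishes without inhibitor. It therefore moves in steps. Against the untreated dish, the reduction of the median was 28.6% without inhibitor (permutation test, p = 0.00076) and 37.9% with it (permutation test, p = 0.00065). The median thresholded area was 1310 μm² in the imp dsRNA dish and 1827 μm² in the luciferase dsRNA dish. Without inhibitor, the anti-Imp intensity fell from a median of 134 in the luciferase dsRNA dish to 29.2 in the imp dsRNA dish. With ROCK inhibitor the anti-Imp intensity fell from a median of 129 to 44.5. The median thresholded anti-Imp area of the imp dsRNA dish was 336 μm² with inhibitor and 495 μm² without. In the luciferase dsRNA dish it was 1590 and 1639 μm². Intensity and area thus moved in opposite directions and the 2 falls were not tested against each other. A weaker knockdown with inhibitor is not shown.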

The pixels in ten visual fields from each dish (UT, dsRNA *imp*, dsRNA *luciferase*, UT + ROCK inhibitor, dsRNA *imp* + ROCK inhibitor, and dsRNA *luciferase* + ROCK inhibitor) were quantified using the HISTO functionality of the ZEN 2011 software package.

(B) Knockdown efficiency of Imp in S2 cells treated with *imp* dsRNA or *luciferase* dsRNA

S2 cells were treated with *imp* dsRNA or *luciferase* dsRNA. Western blot analysis of whole cell lysates from *imp* dsRNA- treated cells showed about 85% knockdown of Imp. The level of Imp was normalized to the TATA-binding protein (TBP) protein loading control.

(C) Western blot of *luc* dsRNA and *imp* dsRNA treated S2 cell lysate. Anti-Imp polyclonal antibody was used to detect the Imp protein. Anti-actin monoclonal antibody was used to detect the actin protein, while anti-Rps6 mouse monoclonal antibody was used to detect the presence of RpS6. RpS6 was used as a loading control and quantification of the intensities was performed in triplicates using ImageJ.

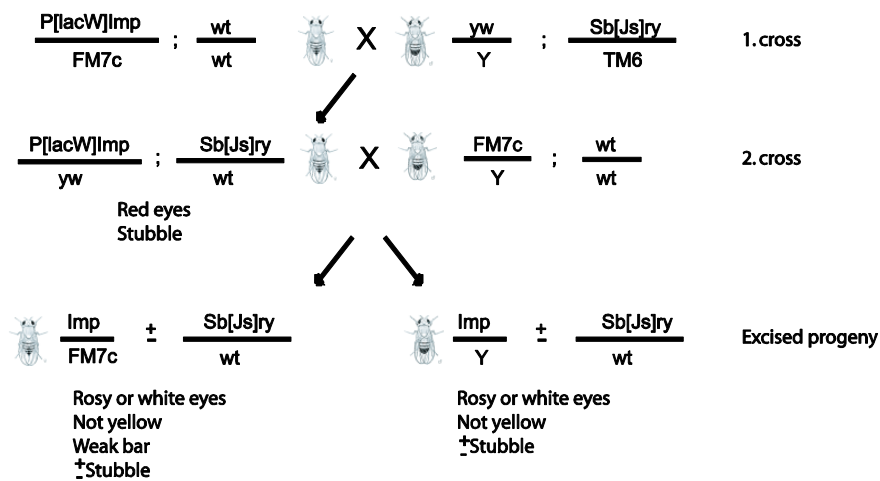

### S5 Figure legend

Outline of the crosses that led to excision of the P-element.

Females are shown to the left. 1. cross:  $Imp^{G0072}$  heterozygous females were crossed to “jumpstarter” males that expressed a transposase that can induce the P-element to jump. Progeny possessing both the disrupted *imp* gene and the *transposase* gene was recognized by its phenotypic markers, red eyes from the P-element and stubble from the *transposase*. 2. cross: Female progeny from the first cross possessing a disrupted *imp* gene and a transposase was mated to FM7c balanced males. The transposase induced the P-element to jump, and progeny in which the P-element was excised could be recognized by their phenotypic markers, eye color and no bar from an FM7c allele.

Hansen\_SupFig\_S6

## S6 Figure legend

A subset of the 86 transcripts and their putative functions in neurons

A literature search revealed that 40 out of the 86 transcripts, identified as key Imp targets by a combination of RIP-seq, iCLIP and PAR-iCLIP, can be associated with neuronal development, with a predominant involvement in axonal growth cone development or guidance. The protein names, as well as a short summary of their involvement in neuronal development, are listed in column 1 and 2, respectively, and references are listed in column 3. The proteins are divided into functional boxes based on their referenced functions: “Actin cytoskeleton dynamics”, “Microtubule dynamics”, “Vesicle dynamics”, “Membrane dynamics and signaling”, and “Translational regulation”.

## Supplemental Materials and methods

### *Immunostaining of S2 cells*

Glass bottom dishes (GWSt-3522, Willco Wells) were treated with 40  $\mu$ l 0.5 mg/ml concanavalin A (Sigma-Aldrich) [50].  $2 \times 10^6$  S2 cells were seeded in the petri-dish in 1 ml full medium and allowed to adhere to the bottom for 60 min. The medium was removed and cells were fixed by the addition of 1 ml fresh fixation solution [10% formaldehyde in PBS] and incubation for 10-15 min. Cells were washed briefly three times with PBS, and the cell membrane was permeabilized with 1 ml permeabilizing solution [PBS + 0.1% Triton X-100] for 3 min. Cells were washed briefly three times with PBS, and 500  $\mu$ l blocking solution [1% normal goat serum (Sigma-Aldrich) in PBS] was added, followed by incubation for 1 h. 500  $\mu$ l blocking solution containing a 1:10000 dilution of polyclonal antibody raised against Imp [51] was added, and the petri dish was incubated overnight at 4°C. Following three 5 min washes with PBS cells were incubated at room temperature for 1½ h with blocking solution containing 1:1000 Alexa Fluor® 568 goat anti-rabbit IgG (H+L) (Life Technologies). Three washes with PBS were completed in a dark container. To stain for cytoskeletal F-actin, cells were incubated with 1:1000 Alexa Fluor® 488 phalloidin (Life Technologies) for 5 min followed by a wash with PBS.

### *RNA immunoprecipitation sequencing (RIP-seq)*

The following procedure was performed in duplicates on separate days. The library preparation protocol was previously described by [52]. Primers and a schematic outline of the library preparation are seen in Figure SM1A and B, respectively.

For the immunoprecipitation sample and the input RNA-seq sample,  $4 \times 10^7$  S2 cells were pelleted and lysed in 100  $\mu$ l 50 mM Tris-HCl (pH 8.0), 100 mM NaCl, 1% NP40, 1.5 mM EDTA, complete EDTA-free protease inhibitor cocktail (Roche), 1 U/ $\mu$ l RiboLock (Thermo Scientific) lysis buffer. The lysates were cleared by centrifugation at 4°C and 22000 g for 20 min.

Total RNA was extracted for the input RNA-seq sample by adding Tri Reagent (Sigma-Aldrich) to the lysate according to the manufacturer's specifications, and subsequently 40  $\mu$ g of input RNA was subjected to poly(A) RNA enrichment by using Poly(A)Purist MAG kit (Ambion) according to the manufacturer's specifications.

Immunoprecipitation was accomplished by first conjugating 40  $\mu$ l polyclonal anti-Imp antibody (22053, made by BioGenes) to 400  $\mu$ l Protein A Dynabeads (Life Technologies), according to the manufacturer's specifications. Before immunoprecipitation, 900  $\mu$ l lysis buffer was added, and the total 1 ml of lysate was mixed with the beads, and Imp-RNP complexes were immunoprecipitated by rotation for 2 h at 4°C. Beads were washed three times in lysis buffer, before Tri Reagent (Sigma-Aldrich) was added to the beads, and immunoprecipitated RNA was isolated according to the manufacturer's specifications.

Input poly(A) RNAs and immunoprecipitated RNAs were fragmented to approximately 280 nt by heating at 95°C for 3½ min in the presence of 50 mM Tris-HCl (pH 8.0) and 5 mM MgCl<sub>2</sub>. The fragmented RNA was precipitated, washed in 70% ethanol and resuspended in 11  $\mu$ l Te [10 mM Tris (pH 8.0), 0.1 mM EDTA]. Size distribution was checked by running the fragmented RNA on a Bioanalyzer equipped with an RNA 6000 pico chip (Agilent).

For reverse transcription of the fragmented RNA samples, 1  $\mu$ l RT\_random\_primer (100 pmol) and 1  $\mu$ l 10 mM dNTP mix were added to 10  $\mu$ l of the fragmented RNA, and the mixture was preheated for 5 min at 65°C before cooling. The RT mix [4.0  $\mu$ l 5 x PrimeScript buffer (Takara), 0.5  $\mu$ l RNAsin Plus (40 U/ $\mu$ l, Promega), 1.0  $\mu$ l PrimeScript RT (200U) (Takara), 2.5  $\mu$ l RNase free H<sub>2</sub>O] was added, and reverse transcription was performed with the following program; 25°C for 10 min, 42°C for 60 min, 70°C for 15 min and hold at 4°C.

The RNA was degraded by the addition of 0.75  $\mu$ l RNase H (5000 U/ml, New England Biolabs) and incubation for 20 min at 37°C. The cDNA was purified using RNAClean XP beads (Beckman Coulter) according to the manufacturer's specifications, and input cDNA was eluted from the beads using 20  $\mu$ l H<sub>2</sub>O, while the immunoprecipitated cDNA was eluted using 10  $\mu$ l H<sub>2</sub>O.

An adaptor was ligated to the 3'ends of the cDNAs by adding 7  $\mu$ l ligation mix [1  $\mu$ l CircLigase buffer (Epicentre), 0.5  $\mu$ l 1 mM ATP, 0.5  $\mu$ l 50 mM MnCl<sub>2</sub>, 2  $\mu$ l 50% PEG 6000, 2  $\mu$ l 5 M betaine, 0.5  $\mu$ l LIGATION\_ADAPTER (100  $\mu$ M), 0.5  $\mu$ l CircLigase enzyme(Epicentre)] to 3  $\mu$ l cDNAs. The mix was incubated as follows: 60°C for 2h, 68°C for 1h, 80°C for 10 min and put on hold at 4°C. The cDNAs were purified using AMPure XP beads (Beckman Coulter), according to the manufacturer's specifications.

Amplification of input and immunoprecipitated adaptor-ligated cDNA samples was performed by adding a PCR mix [3  $\mu$ l PCR\_forward 10  $\mu$ M primer, 10  $\mu$ l Phusion 5xHF buffer (Thermo Scientific), 1  $\mu$ l dNTPs (10 mM), 24.5  $\mu$ l H<sub>2</sub>O and 1  $\mu$ l Phusion® High-Fidelity DNA Polymerase (Thermo Scientific)] and 2.5  $\mu$ l of indexing primer to 5  $\mu$ l cDNA of each sample. Different indexing primers used for each sample is listed in Figure SMM1A.

The PCR\_forward primer anneals to the 3' adaptor sequence while the PCR\_reverse\_index primer, containing the unique sample identifier sequence, anneals to the 5' adaptor sequence. The PCR was performed as follows; 98°C for 3 min; (98°C for 80 sec, 64°C for 15 sec, 72°C for 30 sec)x4 and (98°C for 80 sec, 72°C for 45 sec)x24 followed by 72°C for 5 min. The PCR product was purified using AMPure XP beads (Beckman Coulter) according to the manufacturer's specifications and resuspended in 11  $\mu$ l H<sub>2</sub>O.

The PCR samples were run in a 2% E-Gel SizeSelect agarose gel (Life Technologies) and the libraries of 210-500 bp were collected, purified using AMPure XP beads (Beckman Coulter) and resuspended in 11  $\mu$ l H<sub>2</sub>O. The size and the concentration of the libraries were examined on a Bioanalyzer equipped with a DNA 1000 chip (Agilent Technologies), and molar equivalents of the different libraries were pooled and subjected to Illumina sequencing.

Figure SMM1

A

B

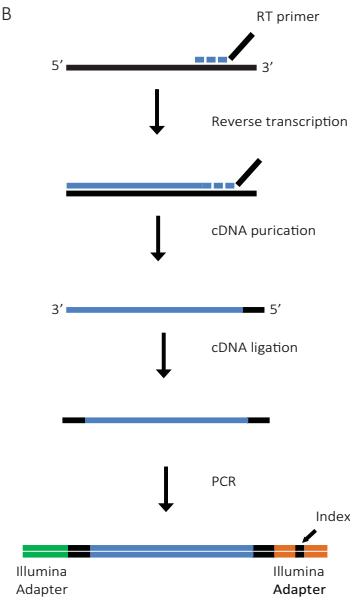

SMM1A: Oligonucleotides used in the preparation of the library [52]

SMM1B: A schematic outline of the library preparation.

### *iCLIP and PAR-iCLIP protocol*

The methods used were adapted from [53] and [54]. Primers used in the preparation of the libraries and outlines of the procedures are depicted in Figures SMM2A and B, respectively.

For iCLIP and PAR-iCLIP,  $5 \times 10^7$  S2 cells were plated in five 10 cm petri dishes, at a density of  $2 \times 10^5$  cells/ml and allowed to adhere to the bottom for 10 min. For PAR-iCLIP, cells were incubated with 100  $\mu$ M 4-thiouridine (Sigma-Aldrich) for ~ 16 hours. Following a wash with ice-cold PBS, cells were subjected to UV-irradiation (250 mJ/cm<sup>2</sup> at 254 nm for iCLIP or 250 mJ/cm<sup>2</sup> at 365 nm for PAR-iCLIP) on ice. 1 ml ice-cold PBS was added and the cells were scraped off, transferred to 1.5 ml tubes and precipitated by centrifugation at 14,000 *g* for 2 min. Cells were snap-frozen on dry ice and stored at -80°C.

Cell pellets were resuspended in 1 ml lysis buffer [50 mM Tris-HCl (pH 8.0), 100 mM NaCl, 1% NP-40, complete EDTA-free protease inhibitor cocktail (Roche)]. For partial RNase digestion, the cross-linked lysate was incubated with RNase T1 (0.005 U/ $\mu$ l for iCLIP and 0.05 U/ $\mu$ l for PAR-iCLIP) (Thermo Scientific) in the presence of 0.0025 U/ $\mu$ l DNase I (Thermo Scientific) for 10 min at 37°C and 1000 rpm. Cell lysates were cleared by centrifugation at 4°C and 22,000 *g* for 20 min.

Imp-RNA complexes were immunoprecipitated by mixing the supernatant with 150  $\mu$ l Protein A-coated Dynabeads (Life Technologies), pretreated with 5  $\mu$ l polyclonal anti-Imp antibody [51] according to the manufacturer's specifications. Immunoprecipitation was performed for 2 h at 4°C on a rotating wheel, and the beads were subsequently washed three times with high-salt buffer [50 mM Tris-HCl (pH 7.4), 500 mM NaCl, 1% NP-40, 1 mM EDTA, 0.125% SDS] and twice with wash buffer [20 mM Tris-HCl (pH 7.4), 10 mM MgCl<sub>2</sub>, 0.5% NP-40].

The 3' ends of the RNA was dephosphorylated by adding 80  $\mu$ l PNK mix [60  $\mu$ l H<sub>2</sub>O, 16  $\mu$ l 5xPNK buffer (350 mM Tris-HCl, pH 6.5, 50 mM MgCl<sub>2</sub>, 25 mM dithiothreitol), 2  $\mu$ l T4 polynucleotide kinase (Thermo Scientific), and 2  $\mu$ l RNasin Plus (40 U/ $\mu$ l, Promega)], to the beads and incubating for 20 min at 37°C and 800 rpm. The beads were washed twice with high-salt buffer and twice with wash buffer.

A pre-adenylated linker was ligated to the 3' ends of the RNA by adding 80  $\mu$ l ligation mix [36  $\mu$ l water, 16  $\mu$ l 4x ligation buffer (200 mM Tris-HCl, pH 7.5, 40 mM MgCl<sub>2</sub>, 40 mM DTT), 4  $\mu$ l T4 RNA ligase (10 U/ $\mu$ l, Thermo Scientific), 2  $\mu$ l RNasin Plus (40 U/ $\mu$ l, Promega), 6  $\mu$ l pre-adenylated linker L3 (20 pM, Integrated DNA Technologies), 16  $\mu$ l PEG400] to the beads and incubating overnight at 16°C. The beads were washed twice with high-salt buffer and twice with wash buffer.

The RNA 5' end labeling was performed by adding [ $\gamma$ -<sup>32</sup>P]ATP and T4 PNK mix [8  $\mu$ l 10xPNK buffer, 1  $\mu$ l [ $\gamma$ -<sup>32</sup>P]ATP, 3.8  $\mu$ l T4 polynucleotide kinase (Thermo Scientific), 67.2  $\mu$ l H<sub>2</sub>O] to the beads and incubating at 37° for 15 min at 1000 rpm. Beads were washed twice with high-salt buffer and twice with wash buffer, before they were resuspended in 45  $\mu$ l 1X Novex® Tris-glycine SDS sample buffer (Life Technologies) containing 100 mM DTT, and incubating at 70°C for 10 min at 1000 rpm.

The samples were loaded on a 10% Bis-Tris gel [350 mM Bis-Tris (pH 6.6), 10% acrylamide: bis-acrylamide 37.5:1(National Diagnostics)] along with a PageRuler pre-stained protein ladder (Pierce) and run at 150 V for 90 min in 1x NuPAGE MOPS SDS Running Buffer (Life Technologies). The gel was equilibrated for 5 min in transfer buffer [2 X NuPage transfer buffer (Life Technologies), 1/10 volume methanol], and the RNA-

protein complexes were transferred to a Protran nitrocellulose membrane (Sigma-Aldrich) using semi-dry transfer (BioRad) at 20 V for 3 h. The membrane was washed in PBS, wrapped in cling film and exposed to an X-ray film (AGFA) at -80°C.

The region of interest (76-200 kDa for iCLIP and 70-120 kDa for PAR-iCLIP) was cut from the membrane, and proteins were digested by incubating the membrane in 200 µl auto-digested PK buffer [100 mM Tris-HCl (pH 7.4), 50 mM NaCl, 10 mM EDTA] with 15 µl Proteinase K (Roche) for 30 min at 55°C and 1000 rpm. Incubation was repeated after addition of 200 µl PK-urea buffer [100 mM Tris-HCl (pH 7.4), 50 mM NaCl, 10 mM EDTA, 7 M urea]. Samples were cooled to 37°C, mixed with 400 µl acidic phenol/chloroform (pH 4.5, Sigma-Aldrich), moved to 2 ml phase lock gel heavy tubes (cat. no. 713-2536, VWR) and incubated 15 min at 37°C and 1000 rpm. After centrifugation for 5 min at 13,000 g the aqueous phase was mixed with 1 µl GlycoBlue (Ambion), 1:10 volume 3 M sodium acetate and 2.5 x volume 100% ethanol and incubated overnight at -80°C. The RNAs were precipitated by centrifugation for 15 min at 15,000 g and 4°C, washed twice with 75% ethanol and resuspended in 12 µl H<sub>2</sub>O.

For reverse transcription, 1 µl 0.5 µM Rclip primer and 1 µl 10 mM dNTP mix were added to the RNA, and the mix was preheated for 5 min at 70°C before cooling to 25°C. The RT mix [4 µl 5 x Superscript RT buffer, 1 µl 0.1 M DTT, 0.5 µl Superscript III reverse transcriptase (Life Technologies)] was added, and reverse transcription was performed with the following program: 5 min at 25°C, 20 min at 42°C, 40 min at 50°C, 5 min at 80°C and hold at 4°C. cDNAs were precipitated by addition of 80 µl Te [10 mM Tris (pH 8.0), 0.1 mM EDTA], 0.5 µl GlycoBlue (Ambion), 10 µl 3 M sodium acetate and 250 µl ethanol overnight at -20°C and centrifugation for 15 min at 15,000 g and 4°C. Pellets were washed in 80% ethanol and resuspended in 6 µl H<sub>2</sub>O.

For size separation, cDNAs were mixed with 6 µl urea load buffer [8 M urea, 20 mM Tris-HCl (pH 7.8), 1 mM EDTA, 0.04% xylene cyanol, 0.04% bromophenol blue] and samples were run in a 6% TBE-7 M urea gel [1X TBE [89 mM Tris, 89 mM H<sub>3</sub>BO<sub>3</sub>, 2.5 mM EDTA], 6% acrylamide/bis solution (19:1) (SERVA), 7 M urea] along with 5 µl <sup>32</sup>P-labelled (250 cps) ultra-low DNA marker (Thermo Scientific) in 1X TBE running buffer for 40 min at 13 W. The gel was exposed to X-ray film (AGFA) at 4°C for 30 min to 1 h. Two bands were cut from the gel corresponding to cDNA sizes of 100-170 nt and 170-300 nt. Gel fragments were mixed with 400 µl Te [10 mM Tris (pH 8.0), 0.1 mM EDTA] and incubated at room temperature overnight. The solution was moved to a new tube, and cDNA was precipitated by adding 1:10 volume 3 M sodium acetate, 1 µl GlycoBlue (Ambion) and 2.5 x volume ethanol and incubating overnight at -20°C, followed by centrifugation at 20,000 g for 20 min at 4°C.

In order to circularize the cDNAs, the pellets were resuspended in 8 µl ligation mix [6.5 µl water, 0.8 µl 10x CircLigase Buffer II, 0.4 µl 50 mM MnCl<sub>2</sub>, 0.3 µl CircLigase II (Epicentre)] and incubated for 1 h at 60°C.

An oligodeoxynucleotide, complementary to the *Bam*HI restriction site in the Rclip primer, was annealed to the circular cDNA by adding 30 µl annealing mix [25 µl water, 4 µl 10x *Bam*HI Buffer (Thermo Scientific), 1 µl cut\_oligo (10 µM)] and incubating for 1 min at 95°C followed by cooling to 25°C. The cDNA was linearized by adding 2 µl of a 10 U/µl *Bam*HI restriction enzyme (Thermo Scientific) and incubating for 60 min at 37°C. The cDNA was precipitated by adding 1:10 volume 3 M sodium acetate, 1 µl GlycoBlue (Ambion) and 2.5 x volume ethanol and incubating overnight at -20°C. The cDNA was pelleted by centrifugation for 20 min at 20,000 g and 4°C, and washed with 80% ethanol and resuspended in 20 µl H<sub>2</sub>O.

For high-throughput sequencing, 10 µl of cDNAs were PCR-amplified by adding a PCR mix [0.5 µl primer mix P5/P3 Illumina (10 µM each), 10 µl Accuprime Supermix 1 (Life Technologies)] and incubating with the following program (94°C for 2 min, (94°C for 15 sec, 65°C for 30 sec, 68°C for 30 sec) x 21 (34 cycles for PAR-iCLIP replicate 1), 68°C for 3 min. The PCR products were purified using AMPure XP beads (Beckman Coulter) according to the manufacturer's specifications and resuspended in 11 µl H<sub>2</sub>O.

The size and the concentration of the library were examined on a Bioanalyzer equipped with a DNA 1000 chip (Agilent). Molar equivalents of different libraries were mixed, and the sample was run on a 2% SizeSelect E-Gel (Life Technologies) in order to remove the RT/Illumina primer peak of 75 nt. The final library was purified using AMPure XP beads (Beckman Coulter) according to the manufacturer's specifications and resuspended in 11 µl H<sub>2</sub>O. The final library was sequenced on a Illumina flow cell.

### *RNA-seq for normalizing iCLIP data*

RNA-seq was performed on cells harvested on the same days as the cells used in the corresponding biological iCLIP replicates. For each replicate, total RNA was isolated from 5x10<sup>7</sup> cells using the standard TRI Reagent protocol (Sigma-Aldrich). Poly(A) RNA was enriched from 100 µg total RNA using Poly(A)Purist MAG kit (Ambion) according to the manufacturer's specifications.

The poly(A) RNA was fragmented to approximately 280 nt by heating at 95°C for 3½ min in the presence of 50 mM Tris-HCl (pH 8.0) and 5 mM MgCl<sub>2</sub>. The poly(A) RNA was precipitated, washed in 70% ethanol and resuspended in 16 µL TE [10 mM Tris (pH 8.0), 0.1 mM EDTA]. Size distribution was examined on a Bioanalyzer equipped with a RNA 6000 Pico chip (Agilent).

The 3' termini of 7.5 µl of poly(A) RNAs were dephosphorylated by adding PNK mix [2 µl 5x PNK buffer (350 mM Tris-HCl, pH 6.5, 50 mM MgCl<sub>2</sub>, 25 mM DTT), 0.4 µl T4 polynucleotide kinase (Thermo Scientific), and 0.1 µl RNasin Plus (40 U/µl, Promega)] and incubating for 20 min at 37°C. The enzyme was inactivated at 70°C for 10 min.

A pre-adenylated linker was ligated to the 3' ends of the poly(A) RNA by adding 5.9 µl ligation mix [0.5 µl 200 mM Tris (pH 8.8), 1 µl T4 RNA ligase (10 U/µl, Thermo Scientific), 0.2 µl RNasin Plus (40 U/µl, Promega), 1.2 µl pre-adenylated linker L3 (20 µM), 3 µl PEG400]. The mixture was incubated overnight at 16°C followed by 20 min at 37°C. The enzyme was inactivated at 70°C for 10 min and 15 µl of H<sub>2</sub>O was added.

The poly(A) RNAs with attached 3' linker were purified using RNAClean XP beads (Beckman Coulter) as recommended by the manufacturer. The RNA was eluted in 11 µl RNase-free water.

The remaining part of the library preparation followed the iCLIP procedure beginning with the reverse transcription of the RNAs. 17 cycles of PCR were used to amplify the cDNAs.

Figure SMM2

A

B

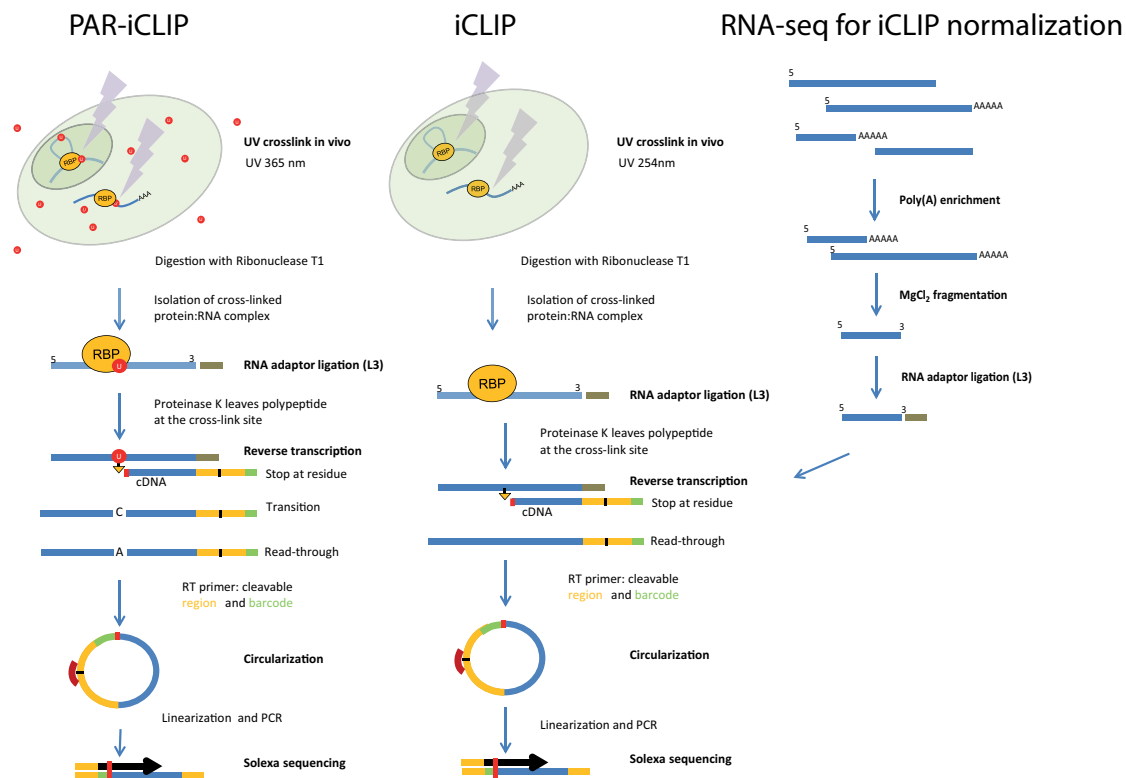

Figure adapted from [55]; [56]

### Electrophoretic mobility-shift assay

DNA templates for *in vitro* transcription were synthesized from cDNAs with the primers: PABPCDST7-F + PABPCDS-R, PABP3UTRT7-F + PABP3UTR-R, SqdCDST7-F + SqdCDS-R and Sqd3UTRT7-F + Sqd3UTR-R. <sup>32</sup>P-labelled transcripts were generated by T7 RNA polymerase and purified by denaturing gel electrophoresis. The Imp coding region was amplified from EST SD7045 with the primers Imp-Bam-start and Imp-Xho-stop and inserted into the *Bam*HI and *Xho*I sites of pET28a (Novagen). Recombinant protein was expressed in RNase E-deficient *Escherichia coli* cells (Invitrogen) containing plasmid-encoded tRNAs for rare Arg, Ile and Leu codons and subsequently purified on Ni-agarose beads (Sigma-Aldrich). Radiolabelled RNA and 100 ng *Escherichia coli* tRNA were incubated with recombinant Imp at concentrations of 12.5 nM, 25 nM, 50 nM or 100 nM for 30 min at 30°C in 10 µl 20 mM Tris-HCl (pH 7.8), 140 mM KCl, 2 mM MgCl<sub>2</sub> and 0.1% Triton X-100. After addition of Ficoll (2%) and bromophenol blue, samples were applied directly to a 1 mm 5% polyacrylamide gel (19:1) in 90 mM Tris-borate (pH 8.3), and run at 80 V for 3 h.

Figure SMM3

### *Imp double-stranded RNA interference-mediated knockdown in S2 cells*

The primers dsRNA Imp 1-F + dsRNA Imp 1&2-R and dsRNA Imp 2-F + dsRNA Imp 1&2-R, containing the T7 promoter sequence at the 5' end, were used to amplify a 343 and 479 bp fragment, respectively, of the Imp coding region using a pRmHa-4 Imp-FLAG plasmid as template. As a control dsRNA, primers dsRNA Luc 1-F + dsRNA Luc 1-R and dsRNA Luc 2-F + dsRNA Luc 2-R, containing the T7 promoter sequence at the 5' end, were used to amplify a 533 bp and 562 bp fragment, respectively, of the luciferase coding region using the pGL3 plasmid as template. Primer sequences are listed in Figure SMM4. The PCR product was purified using AMPure XP beads (Beckman Coulter) according to the manufacturer's specifications, and transcripts were generated by adding a reaction mix [10 µl 10x T7 RNA buffer (400 mM Tris-HCl, pH 7.5, 60 mM MgCl<sub>2</sub>, 50 mM DTT, 10 mM spermidin (Sigma-Aldrich)), 10 µl 7 mM rNTPs (Amersham), 1.5 µl T7 RNA polymerase and up to 100 µl H<sub>2</sub>O] to 2 µg of PCR template and incubating overnight at 37°C. The dsRNA was purified using AMPure XP beads (Beckman Coulter), and the concentration of the dsRNA was estimated by running an aliquot on a 1% agarose gel in the presence of an RNA dilution series of known concentration.

S2 cells were pelleted and resuspended in FBS- and antibiotics-free Schneider's *Drosophila* medium (Biowest) at a density of  $1 \times 10^6$  cells/ml. One ml cell suspension was seeded in a 6-well tissue culture dish. Following adhesion, the medium was removed and 1 ml serum-free medium containing 40 µg/ml dsRNA Imp 1 or dsRNA Imp 2 was added to the well. The control cell culture was treated with 1 ml serum-free medium containing 40 µg/ml of dsRNA Luc 1 or dsRNA Luc 2. The dish was incubated at 26°C for 60 min, and 2 ml full medium (containing heat-inactivated FBS and antibiotics) was added to each well. Cells were incubated for 3 days to allow turnover of the targeted proteins. Each day, cells were spun down, medium removed, and a boost of serum-free medium containing 40 µg/ml dsRNA Imp 1/dsRNA Imp 2 or 40 µg/ml of dsRNA Luc 1/dsRNA Luc 2 was added.

Cells were washed twice in PBS, prior to addition of Tri Reagent (Sigma-Aldrich), and total RNA and protein extracts were isolated from the samples following the manufacturer's instructions, with the following modifications. Proteins were precipitated by adding 3 X acetone and incubating at RT for 10 min, followed by centrifugation at 12,000 g for 10 min at 4°C. Precipitated proteins were washed twice with protein wash 1 buffer [300 mM guanidine hydrochloride (Sigma-Aldrich) in 95% ethanol + 2.5% glycerol (v:v)] and twice with protein wash 2 buffer [ethanol containing 2.5% glycerol (v:v)]. The proteins were resuspended in 1% SDS with 100 mM DTT, and protein concentration was measured using the Qubit® Protein Assay Kit (Life Technologies) according to the manufacturer's specifications.

To test for efficient knockdown of Imp, western blot was performed with a SDS-PAGE electrophoresis system. Briefly, 2 µg total protein sample was resuspended in SDS-load buffer [50 mM Tris-HCl (pH 6.8), 100 mM DTT, 0.05% bromophenol blue, 10% glycerol] and electrophoresed in a 10% SDS-PAGE gel with SDS-running buffer [25 mM Tris, 192 mM glycine, 0.1% SDS]. The proteins were blotted to a PVDF membrane (Amersham Hybond-P), and the upper half was probed with polyclonal anti-Imp antibody (Adolph, 2009), whereas the lower half was probed with monoclonal anti-TBP antibody (SC Biotechnology). Horseradish peroxidase-conjugated anti-rabbit IgG (Cell Signaling) or anti-mouse IgG (Cell signaling) were then added, respectively, and the secondary antibodies were detected using enhanced chemiluminescence (Chemiluminescent Substrate from Chemiluminescent Nucleic Acid Detection Module, Thermo Scientific). Chemiluminescence was detected using the luminescent image analyzer LAS-1000plus, and ImageJ was used to quantify the Imp/TBP ratio.

Figure SMM4

#### *Western Blot of actin protein levels in Imp deficient S2 cells*

Knock-down of *imp* and western blot was performed as previously described. Following blotting of proteins to a PVDF membrane (Amersham Hybond-P), the upper half was probed with polyclonal anti-*Imp* antibody (Adolph, 2009), the middle part with polyclonal anti-actin antibody (Cytoskeleton) whereas the lower half was probed with monoclonal anti-S6 ribosomal protein antibody (Cell signaling). Horseradish peroxidase-conjugated anti-rabbit IgG (Cell Signaling) or anti-mouse IgG (Cell signaling) were then added, and the secondary antibodies were detected using enhanced chemiluminescence (Chemiluminescent Substrate from Chemiluminescent Nucleic Acid Detection Module, Thermo Scientific). Chemiluminescence was detected using an SLR camera (Khoury 2010) and ImageJ was used to quantification.

### *RNA-seq on Imp double-stranded RNA interference-mediated knockdown*

The following experiment was carried out in biological triplicates on different days. Primers used for the library preparation are listed in Figure SMM5.

dsRNA treatment with dsRNA Imp 1/dsRNA Imp 2 and dsRNA Luc1 were performed on  $5 \times 10^6$  cells, as previously described. Total RNA and protein extracts were isolated from the TRI Reagent (Sigma-Aldrich) samples following the manufacturer's instructions. Total RNA concentration was measured using NanoDrop, and poly(A) RNA was enriched from 30  $\mu$ g total RNA using the Poly(A)Purist MAG kit (Life Technologies) according to the manufacturer's specifications. The poly(A) RNA was fragmented to approximately 280 nt by heating at 95°C for 3.5 min in the presence of 50 mM Tris-HCl (pH 8.0) and 5 mM  $MgCl_2$ . The poly(A) RNA was precipitated, washed in 70% ethanol and resuspended in 11  $\mu$ l Te [10 mM Tris (pH 8.0), 0.1 mM EDTA]. Size distribution was examined on a Bioanalyzer equipped with a RNA 6000 Pico chip.

The conversion of poly(A) RNA into cDNA containing 5' and 3' adaptors ready for PCR amplification was performed as previously described (RIP/RNAseq section) with the exception that the 3' ligation adaptor (LIGATION\_ADAPTER\_RB) in these experiments contain a 7-mer random barcode, making it possible to collapse PCR duplicates.

PCR was performed using the Phusion DNA polymerase (Thermo Scientific) as previously described (RIP-seq section) with 20 cycles of amplification, creating libraries with the index primers indicated in Figure SMM5. E-gel size selection and AMPure XP beads (Beckman Coulter) purification were performed as previously described (RIP-seq section). Molar equivalents, as assessed by a Bioanalyzer equipped with a DNA 1000 chip, were mixed of all the final libraries, and the mixture was subjected to Illumina flow cell sequencing.

Figure SMM5

## Embryo work

### *Imp<sup>G0072</sup> strain*

*imp<sup>G0072</sup>* is obtained from Bloomington *Drosophila* Stock Center (stock number 11798, w67c23 P{lacW}ImpG0072/FM7c). As the *imp* gene is situated on the X-chromosome and the *imp<sup>G0072</sup>* allele is kept as a balanced heterozygote, the only flies in this stock without a wild-type *imp* locus were the hemizygous males. To obtain a *imp<sup>G0072</sup>* line in which the balancer expressing a wild-type *imp* allele could be marked, an FM7c balancer with a  $\beta$ -galactosidase gene inserted under control of an actin 5C promotor (FM7c, P{act-lacZ.B}GD1 P{act-lacZ.B}GD2, stock 2179 from Bloomington *Drosophila* Stock Center) was crossed into the *imp<sup>G0072</sup>* line. Staining the resulting line with antibodies against  $\beta$ -galactosidase identified embryos with a balancer chromosome and thus at least one wt *imp* gene.

### *RT-qPCR on pharate adult mutants*

Hemizygous *imp<sup>G0072</sup>* mutants or wild-type pharate adult males were removed from their pupae under an Olympus SZ40 microscope and approximately 20 males were pooled. Males were recognized by their sex combs and hemizygous *imp<sup>G0072</sup>* mutants were recognized by their red eye-colour. RNA was extracted from the pharate adults using Trizol reagent (Invitrogen) according to the instructions of the manufacturer, including the optional centrifugation step. The quantification was therefore carried out on a collection of pupae and did not reveal whether there were fluctuations in the levels between individual flies. cDNA was synthesized from total RNA isolated from wild-type or hemizygous *imp<sup>G0072</sup>* pharate adult males with Superscript III (Invitrogen) using an oligo(dT) primer. Quantitative RT-PCR was performed with the LightCycler-FastStart DNA Master SYBR Green I kit (Roche) according to the instructions of the manufacturer. The following primers were used: Imp-F: GGTGAGTTGCTTGTGGCCA, Imp-R: CGGCGGATTTGTCGAAAGCA, RP49-F: ATCCGCCAGCATACAGGCCC and RP49-R: GTTCTCTTGAGAACGCAGGCGA. The relative amount of *imp* mRNA was normalized to the level of *rp49* mRNA in each sample.

### *Excision of P-element*

In order to excise the P-element from the *imp* locus, *imp<sup>G0072</sup>* females were crossed to jumpstarter males ( $\gamma 1$  w\*; ry506 Sb1 P{ $\Delta 2-3$ }99B/TM6, stock 3664 from Bloomington *Drosophila* Stock Center). Among F1 progeny, females with red eyes and a stubble phenotype, possessing a disrupted *imp* allele and a *transposase* gene were collected and crossed to FM7c/Y males. Among the F2 progeny, 53 flies in which the P-element had been excised were recognized by their eye color (white if not containing the *transposase* gene or rosy if containing the *transposase* gene) (Figure S5). 23 lines with the excised alleles were created by crossing excised females to FM7c/Y males. Genome DNA was extracted from males of these stocks and the region of the *imp* locus spanning the P-element insertion site was sequenced (with the primer Imp13208-F TGATTAACAAGTGAGCGCGT) to ensure that excision had taken place. DNA was also extracted from two flies that died a few days after eclosion, and the Imp genome region was sequenced. The sequence showed that both flies lacked part of the *imp* gene as a result of imprecise P-element excision.

### *Survival count*

The fraction of *imp<sup>G0072</sup>*, wild-type or FM7c/wt progeny able to proceed through embryogenesis, larval

stages and pupation was recorded. Flies that only managed to get halfway out of their pupae were not regarded as eclosed, but their number and phenotype was noted as well as the number and phenotypes of flies drowned in the medium. Eclosing flies were recorded once every 24 hours until no more eclosure was taking place. The phenotype of eclosing flies was also recorded. The percentage of flies that were unable to proceed into the next developmental stage was calculated. Males and females that were hemi/homozygous for the FM7c balancer were unhealthy, so to ascertain that the observed lethality was not associated with the FM7c balancer, the survival of the *imp*<sup>G0072</sup> progeny was compared to both wild-type progeny and FM7c/wt progeny. The binominal p-value of *imp*<sup>G0072</sup> compared to either wild-type or wt/FM7c were calculated. All obtained p-values were  $p < 0.001$ .

#### *Immunostainings of mutant embryo*

Wild-type embryos were collected from agar-juice plates, dechorionized for two minutes in 2% sodium hypochlorit and fixed in 4% paraformaldehyde. They were stained with anti- $\beta$ -galactosidase antibody (Rockland, 1:10000) and monoclonal anti-Futsch 22C10 (1:100 from Developmental Studies Hybridoma Center, University Iowa). Secondary antibodies were anti-rabbit Alexa Fluor® 488 or anti-mouse Alexa Fluor® 555 from Molecular Probes (1:1000). Fluorescent immunostainings were visualized in a confocal Zeiss LSM510 microscope. In order to record the fraction of embryos with an abnormal neuronal pattern, 0-20 hours old wild-type, wt/FM7c or *imp*<sup>G0072</sup> embryos were dechorionized, fixed and incubated with monoclonal anti-Futsch 22C10 (1:2000) overnight at 4°C. Following incubation with horseradish peroxidase-conjugated anti-mouse-IgG (Cell signaling), the embryos were stained with Sigma Fast™ 3,3'-diaminobenzidine tablet set (Sigma-Aldrich, D-4168) according to the instructions of the manufacturer. The distribution of embryos with a normally appearing morphology and nervous system and embryos with an abnormal morphology or nervous system was recorded by Zeiss Stemi SR microscopy. The percentage of abnormal embryos was estimated and the binominal p-value of *imp*<sup>G0072</sup> embryos compared to either wild-type or wt/FM7c embryos were calculated. Obtained p-values were  $< 0.001$ .

## Data treatment and bioinformatics analyses

### Read mapping and processing

The following mapping procedure applies to the PAR-iCLIP, iCLIP, RIP and RNA-seq controls. Reads were preprocessed with custom python scripts. First, we de-multiplexed the reads according to their fixed barcode allowing up to 1 mismatch. Next, we trimmed base calls with one of the 5 lowest quality scores from 3' ends and removed adapter sequences. Finally, we removed duplicates by collapsing all identical reads containing the same random barcode and trimmed the 5' end of reads to remove the random barcodes. After these steps, all reads longer than 17 nucleotides were further analyzed.

The dm3 version of the *Drosophila melanogaster* genome and ensembl72 annotation [57] were used to build the indexes. Reads were mapped to the dm3 genome and an exon junction database using BWA-PSSM [58]. To map PAR-iCLIP reads, we used a custom matrix for scoring mismatches assuming a 12.5% T>C conversion rate. For further analysis, only reads mapped with a posterior probability (PP) > 0.99, referred to as confidently mapped reads, were used. Finally confidently mapped reads overlapping by one or more nucleotides were clustered. To perform motif discovery these large clusters were further divided in smaller regions with uniform coverage.

The RNA-seq datasets obtained from the Imp knock-down experiments used for the differential expression analyses were analyzed independently as they contained yeast RNA spike-in. In these datasets, we mapped the reads using BWA-PSSM as described above but we used a new genome index that included both *Saccharomyces cerevisiae* (sacCer3) and *Drosophila* (dm3) genomes.

The human HuR PAR-CLIP data used in Figure S2C was obtained from [1] (GEO accession number GSE29780). The data was processed as described above. Reads were mapped also as described above using an index built from hg19 version of the human genome and an exon junction index extracted from ensembl70 annotation using the custom matrix to score T>C conversions. The RNA-seq used to normalize HuR PAR-CLIP data was a pool of RNA-seq datasets from [59] and [60] (GSM714684; GSM714685; GSM940576). These data were mapped to the same indexes as the HuR dataset.

### Annotation

For this project the ensembl72 annotation of the *Drosophila melanogaster* was used. In all downstream analyses, one representative transcript was selected for each gene. This transcript was always the longest protein-coding transcript annotated for the gene.

### 3'UTR length versus coverage correlation analyses

In order to investigate the relationship between 3'UTR length and CLIP enrichment we pooled iCLIP and PAR-CLIP datasets and normalized them. The iCLIP replicates were normalized to their corresponding RNA-seq datasets, whereas PAR-iCLIP replicates were normalized to combined RNA-seq iCLIP control replicates, normalization described by in the methods section (equation 1). For each transcript the sum of enrichment was normalized to the 3'UTR length and log2 transformed.

### Differential expression analysis

For each transcript we counted the number of confidently mapped overlapping reads on the same strand. Only unambiguously assigned reads (i.e. that only overlap one gene) were considered. Differential expression was calculated using DESeq R package [61]. We estimated dispersion using pooled-CR method, which treats replicates as paired data. The rest of the parameters were default settings. To correct for multiple hypothesis testing, we used Benjamini-Hochberg adjusted  $p$ -values and considered genes differentially expressed with a corrected  $p$ -value (FDR) < 0.05.

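The authors' deposited table of this DESeq analysis lists 9596 genes, those with at least 1 count. In the authors' deposited table, 1 gene has an adjusted p under 0.05 and 17 genes have an unadjusted p under 0.05. That gene is Imp, for which the authors' deposited table gives a log2 fold change of -1.11, an unadjusted p of 6.23e-07 and an adjusted p of 0.00597. The next smallest adjusted p in the authors' deposited table is 1. From the deposited counts, DESeq2 without the replicate block gave Imp an adjusted p of 0.101 and called 0 genes, with 40 genes at an unadjusted p under 0.05. With the block, DESeq2 called Imp and no other gene. The supplement describes a paired treatment of replicates only for the dispersion estimate, so the block may not match the authors' fit.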

### Co-occurrence analysis

To explore over-representation of repeated CA-rich motif occurrences we selected the 3000 most enriched CLIP clusters, and for each of these we extracted the sequence around cluster starts, beginning 40 nucleotides upstream from the cluster start and ending 50 nucleotides downstream. In these clusters we counted the number of co-occurrences of MACA (M is IUPAC nomenclature for A or C) separated by a particular distance. This count was then normalized by the number of possible words of that particular length as shown in equation 2.

$$f_i = \frac{cc_{wi}}{n(l_c - (2l_w + s_i) + 1)} \quad (2)$$

where  $n$  is the number of sequences,  $cc_w$  is co-occurrence count at a particular distance,  $l_w$  is the word length and  $s_i$  is the spacing and  $f$  is the normalized word frequency at the  $i$ 'th spacing. As a control for the co-occurrence analysis we used a set of 3000 clusters 90 nt long randomly sampled from 3'UTRs of the longest protein-coding transcripts associated with genes.

### Positional enrichment analysis

Using the same clusters defined above, we counted the occurrences of all 4-mers in each position of the 90 nt long clusters. Next, for each word we calculated their normalized frequency by dividing the word count in position  $c_{wi}$  by the number of sequences  $n$  as defined in equation 3

$$pf_i = \frac{c_{wi}}{n} \quad (3)$$

This positional frequency was calculated independently for the iCLIP clusters  $pfC_i$  and for the background sequences  $pfBg_i$ . In these clusters, we defined the cross-link region as position 40 to 57 in the cluster, and flanking regions as the regions upstream and downstream of the cross-link region. Figures 2E and S2H show a running mean over 5 nucleotides of the positional frequencies described above. A mean Z-score  $Z_w$  for each word in the cross-link and flanking regions was calculated as described in equation 4. These Z-scores were plotted in the scatter plots in Figure 2D and Supplementary Figure S2G.

$$Z_w = \frac{\mu(pfC_i) - \mu(pfBg_i)}{\sigma(pfBg_i)} \quad (4)$$

### Standardized transcript profiles

To make standardized profiles, the longest protein-coding transcript of each gene with at least 30% RNA-seq coverage in S2 cells was used. For these transcripts, each region (5'UTR, CDS, 3'UTR) was divided in a

fixed number of equally sized bins as follows: 20 bins in 5'UTRs, 50 bins in CDS, and 50 bins in 3'UTRs. For iCLIP profiles, we calculated the mean enrichment of iCLIP reads relative to RNA-seq  $\bar{e}_b$  for each bin  $b$  as

$$\bar{e}_b = \frac{1}{g} \sum_{i=1}^g \frac{1}{l_i} \sum_{j=1}^{l_i} e_{ij}$$

where  $g$  is the total number of genes,  $l_i$  is the length of the bin which may differ by one if sequence length is not divisible by the number of bins.  $e_{ij}$  is the enrichment of iCLIP reads relative to RNA-seq calculated as described in the main text. For the standardized HMM profile, we calculated the match occurrence count for each bin  $b$  and inserted as the enrichment value  $e_{ij}$  in the equation above.

## Supplemental References

1. Mukherjee N, Corcoran DL, Nusbaum JD, Reid DW, Georgiev S, Hafner M, Ascano M, Jr., Tuschl T, Ohler U, Keene JD: **Integrative regulatory mapping indicates that the RNA-binding protein HuR couples pre-mRNA processing and mRNA stability.** *Mol Cell* 2011, **43**:327-339.
2. Mun H, Jeon TJ: **Regulation of actin cytoskeleton by Rap1 binding to RacGEF1.** *Mol Cells* 2012, **34**:71-76.
3. Caron E: **Cellular functions of the Rap1 GTP-binding protein: a pattern emerges.** *J Cell Sci* 2003, **116**:435-440.
4. Fu Z, Lee SH, Simonetta A, Hansen J, Sheng M, Pak DT: **Differential roles of Rap1 and Rap2 small GTPases in neurite retraction and synapse elimination in hippocampal spiny neurons.** *J Neurochem* 2007, **100**:118-131.
5. Dovas A, Couchman JR: **RhoGDI: multiple functions in the regulation of Rho family GTPase activities.** *Biochem J* 2005, **390**:1-9.
6. Pazman C, Mayes CA, Fanto M, Haynes SR, Mlodzik M: **Rasputin, the Drosophila homologue of the RasGAP SH3 binding protein, functions in ras- and Rho-mediated signaling.** *Development* 2000, **127**:1715-1725.
7. Nobes CD, Hall A: **Rho, rac, and cdc42 GTPases regulate the assembly of multimolecular focal complexes associated with actin stress fibers, lamellipodia, and filopodia.** *Cell* 1995, **81**:53-62.
8. Matsuura R, Tanaka H, Go MJ: **Distinct functions of Rac1 and Cdc42 during axon guidance and growth cone morphogenesis in Drosophila.** *Eur J Neurosci* 2004, **19**:21-31.
9. Amieva MR, Furthmayr H: **Subcellular-Localization of Moesin in Dynamic Filopodia, Retraction Fibers, and Other Structures Involved in Substrate Exploration, Attachment, and Cell-Cell Contacts.** *Experimental Cell Research* 1995, **219**:180-196.
10. Edwards KA, Demsky M, Montague RA, Weymouth N, Kiehart DP: **GFP-moesin illuminates actin cytoskeleton dynamics in living tissue and demonstrates cell shape changes during morphogenesis in Drosophila.** *Developmental Biology* 1997, **191**:103-117.
11. Medioni C, Ramialison M, Ephrussi A, Besse F: **Imp promotes axonal remodeling by regulating profilin mRNA during brain development.** *Curr Biol* 2014, **24**:793-800.
12. Young PE, Richman AM, Ketchum AS, Kiehart DP: **Morphogenesis in Drosophila requires nonmuscle myosin heavy chain function.** *Genes Dev* 1993, **7**:29-41.
13. Lin CH, Espreafico EM, Mooseker MS, Forscher P: **Myosin drives retrograde F-actin flow in neuronal growth cones.** *Neuron* 1996, **16**:769-782.
14. Babu K, Bahri S, Alphey L, Chia W: **Bifocal and PP1 interaction regulates targeting of the R-cell growth cone in Drosophila.** *Dev Biol* 2005, **288**:372-386.
15. Hoang B, Chiba A: **Genetic analysis on the role of integrin during axon guidance in Drosophila.** *J Neurosci* 1998, **18**:7847-7855.
16. Ruan W, Long H, Vuong DH, Rao Y: **Bifocal is a downstream target of the Ste20-like serine/threonine kinase misshapen in regulating photoreceptor growth cone targeting in Drosophila.** *Neuron* 2002, **36**:831-842.
17. Opal P, Garcia JJ, Propst F, Matilla A, Orr HT, Zoghbi HY: **Mapmodulin/leucine-rich acidic nuclear protein binds the light chain of microtubule-associated protein 1B and modulates neuritogenesis.** *J Biol Chem* 2003, **278**:34691-34699.
18. Hoopfer ED, Penton A, Watts RJ, Luo L: **Genomic analysis of Drosophila neuronal remodeling: a role for the RNA-binding protein Boule as a negative regulator of axon pruning.** *J Neurosci* 2008, **28**:6092-6103.
19. Koizumi K, Stivers C, Brody T, Zangeneh S, Mozer B, Odenwald WF: **A search for Drosophila neural precursor genes identifies ran.** *Dev Genes Evol* 2001, **211**:67-75.

20. Sepp KJ, Hong P, Lizarraga SB, Liu JS, Mejia LA, Walsh CA, Perrimon N: **Identification of neural outgrowth genes using genome-wide RNAi.** *PLoS Genet* 2008, **4**:e1000111.
21. Sisson JC, Field C, Ventura R, Royou A, Sullivan W: **Lava lamp, a novel peripheral golgi protein, is required for *Drosophila melanogaster* cellularization.** *J Cell Biol* 2000, **151**:905-918.
22. Xie Y, Vessey JP, Konecna A, Dahm R, Macchi P, Kiebler MA: **The GTP-binding protein Septin 7 is critical for dendrite branching and dendritic-spine morphology.** *Curr Biol* 2007, **17**:1746-1751.
23. Zhou GQ, Zhang Y, Ferguson DJ, Chen S, Rasmuson-Lestander A, Campbell FC, Watt SM: **The *Drosophila* ortholog of the endolysosomal membrane protein, endolyn, regulates cell proliferation.** *J Cell Biochem* 2006, **99**:1380-1396.
24. Bohrmann J, Bonafede A: **Tissue-specific distribution and variation of the channel-forming protein ductin during development of *Drosophila melanogaster*.** *Int J Dev Biol* 2000, **44**:883-890.
25. Morel N, Dedieu JC, Philippe JM: **Specific sorting of the  $\alpha 1$  isoform of the V-H+ATPase  $\alpha$  subunit to nerve terminals where it associates with both synaptic vesicles and the presynaptic plasma membrane.** *J Cell Sci* 2003, **116**:4751-4762.
26. Rikhy R, Ramaswami M, Krishnan KS: **A temperature-sensitive allele of *Drosophila* *sesB* reveals acute functions for the mitochondrial adenine nucleotide translocase in synaptic transmission and dynamin regulation.** *Genetics* 2003, **165**:1243-1253.
27. Matsuzaki F, Shirane M, Matsumoto M, Nakayama KI: **Protrudin serves as an adaptor molecule that connects KIF5 and its cargoes in vesicular transport during process formation.** *Mol Biol Cell* 2011, **22**:4602-4620.
28. Ye B, Zhang Y, Song W, Younger SH, Jan LY, Jan YN: **Growing dendrites and axons differ in their reliance on the secretory pathway.** *Cell* 2007, **130**:717-729.
29. Eva R, Dassie E, Caswell PT, Dick G, ffrench-Constant C, Norman JC, Fawcett JW: **Rab11 and its effector Rab coupling protein contribute to the trafficking of  $\beta 1$  integrins during axon growth in adult dorsal root ganglion neurons and PC12 cells.** *J Neurosci* 2010, **30**:11654-11669.
30. Satoh D, Sato D, Tsuyama T, Saito M, Ohkura H, Rolls MM, Ishikawa F, Uemura T: **Spatial control of branching within dendritic arbors by dynein-dependent transport of Rab5-endosomes.** *Nat Cell Biol* 2008, **10**:1164-1171.
31. Eva R, Crisp S, Marland JR, Norman JC, Kanamarlapudi V, ffrench-Constant C, Fawcett JW: **ARF6 directs axon transport and traffic of integrins and regulates axon growth in adult DRG neurons.** *J Neurosci* 2012, **32**:10352-10364.
32. Kramer S, Okabe M, Hacohen N, Krasnow MA, Hiromi Y: **Sprouty: a common antagonist of FGF and EGF signaling pathways in *Drosophila*.** *Development* 1999, **126**:2515-2525.
33. Lim J, Wong ES, Ong SH, Yusoff P, Low BC, Guy GR: **Sprouty proteins are targeted to membrane ruffles upon growth factor receptor tyrosine kinase activation. Identification of a novel translocation domain.** *J Biol Chem* 2000, **275**:32837-32845.
34. Humphreys D, Liu T, Davidson AC, Hume PJ, Koronakis V: **The *Drosophila* Arf1 homologue Arf79F is essential for lamellipodium formation.** *J Cell Sci* 2012, **125**:5630-5635.
35. Nie J, Mahato S, Mustill W, Tipping C, Bhattacharya SS, Zelhof AC: **Cross species analysis of Prominin reveals a conserved cellular role in invertebrate and vertebrate photoreceptor cells.** *Dev Biol* 2012, **371**:312-320.
36. Skoulakis EM, Davis RL: **14-3-3 proteins in neuronal development and function.** *Mol Neurobiol* 1998, **16**:269-284.
37. Hill KK, Bedian V, Juang JL, Hoffmann FM: **Genetic interactions between the *Drosophila* Abelson (Abl) tyrosine kinase and failed axon connections (fax), a novel protein in axon bundles.** *Genetics* 1995, **141**:595-606.
38. Watts RJ, Hoopfer ED, Luo LQ: **Axon pruning during *Drosophila* metamorphosis: Evidence for local degeneration and requirement of the ubiquitin-proteasome system.** *Neuron* 2003, **38**:871-885.

39. Kuo CT, Zhu S, Younger S, Jan LY, Jan YN: **Identification of E2/E3 ubiquitinating enzymes and caspase activity regulating *Drosophila* sensory neuron dendrite pruning.** *Neuron* 2006, **51**:283-290.
40. Lin MD, Lee HT, Wang SC, Li HR, Hsien HL, Cheng KW, Chang YD, Huang ML, Yu JK, Chen YH: **Expression of phosphatase of regenerating liver family genes during embryogenesis: an evolutionary developmental analysis among *Drosophila*, amphioxus, and zebrafish.** *BMC Dev Biol* 2013, **13**:18.
41. Hulsmeier J, Pielage J, Rickert C, Technau GM, Klambt C, Stork T: **Distinct functions of alpha-Spectrin and beta-Spectrin during axonal pathfinding.** *Development* 2007, **134**:713-722.
42. Yang Z, Huh SU, Drennan JM, Kathuria H, Martinez JS, Tsuda H, Hall MC, Clemens JC: ***Drosophila* Vap-33 is required for axonal localization of Dscam isoforms.** *J Neurosci* 2012, **32**:17241-17250.
43. Rosenbaum EE, Hardie RC, Colley NJ: **Calnexin is essential for rhodopsin maturation, Ca<sup>2+</sup> regulation, and photoreceptor cell survival.** *Neuron* 2006, **49**:229-241.
44. Yano T, Lopez de Quinto S, Matsui Y, Shevchenko A, Shevchenko A, Ephrussi A: **Hrp48, a *Drosophila* hnRNP/B homolog, binds and regulates translation of oskar mRNA.** *Developmental Cell* 2004, **6**:637-648.
45. Berger J, Senti KA, Senti G, Newsome TP, Asling B, Dickson BJ, Suzuki T: **Systematic identification of genes that regulate neuronal wiring in the *Drosophila* visual system.** *PLoS Genet* 2008, **4**:e1000085.
46. Nelson MR, Luo H, Vari HK, Cox BJ, Simmonds AJ, Krause HM, Lipshitz HD, Smibert CA: **A multiprotein complex that mediates translational enhancement in *drosophila*.** *Journal of Biological Chemistry* 2007, **282**:34031-34038.
47. Goodrich JS, Clouse KN, Schupbach T: **Hrb27C, Sqd and Otu cooperatively regulate gurken RNA localization and mediate nurse cell chromosome dispersion in *Drosophila* oogenesis.** *Development* 2004, **131**:1949-1958.
48. Olesnicki EC, Killian DJ, Garcia E, Morton MC, Rathjen AR, Sola IE, Gavis ER: **Extensive Use of RNA-Binding Proteins in *Drosophila* Sensory Neuron Dendrite Morphogenesis.** *G3-Genes Genomes Genetics* 2014, **4**:297-306.
49. Olesnicki EC, Killian DJ, Garcia E, Morton MC, Rathjen AR, Sola IE, Gavis ER: **Extensive use of RNA-binding proteins in *Drosophila* sensory neuron dendrite morphogenesis.** *G3 (Bethesda)* 2014, **4**:297-306.
50. Buster DW, Nye J, Klebba JE, Rogers GC: **Preparation of *Drosophila* S2 cells for Light Microscopy.** 2010:e1982.
51. Adolph SK, DeLotto R, Nielsen FC, Christiansen J: **Embryonic expression of *Drosophila* IMP in the developing CNS and PNS.** *Gene Expression Patterns* 2009, **9**:138-143.
52. Kielpinski L, Boyd M, Sandelin A, Vinther J: **Detection of Reverse Transcriptase Termination Sites Using cDNA Ligation and Massive Parallel Sequencing.** In *Deep Sequencing Data Analysis. Volume 1038*. Edited by Shomron N: Humana Press; 2013: 213-231: *Methods in Molecular Biology*].
53. Konig J, Zarnack K, Rot G, Curk T, Kayikci M, Zupan B, Turner DJ, Luscombe NM, Ule J: **iCLIP--transcriptome-wide mapping of protein-RNA interactions with individual nucleotide resolution.** *J Vis Exp* 2011.
54. Hafner M, Landthaler M, Burger L, Khorshid M, Hausser J, Berninger P, Rothballer A, Ascano M, Jungkamp AC, Munschauer M, et al: **PAR-CLIP--a method to identify transcriptome-wide the binding sites of RNA binding proteins.** *J Vis Exp* 2010.
55. Konig J, Zarnack K, Rot G, Curk T, Kayikci M, Zupan B, Turner DJ, Luscombe NM, Ule J: **iCLIP reveals the function of hnRNP particles in splicing at individual nucleotide resolution.** *Nat Struct Mol Biol* 2010, **17**:909-915.
56. Konig J, Zarnack K, Luscombe NM, Ule J: **Protein-RNA interactions: new genomic technologies and perspectives.** *Nat Rev Genet* 2011, **13**:77-83.

57. Flicek P, Amode MR, Barrell D, Beal K, Billis K, Brent S, Carvalho-Silva D, Clapham P, Coates G, Fitzgerald S, et al: **Ensembl 2014**. *Nucleic Acids Res* 2014, **42**:D749-755.
58. Kerpedjiev P, Frellsen J, Lindgreen S, Krogh A: **Adaptable probabilistic mapping of short reads using position specific scoring matrices**. *BMC Bioinformatics* 2014, **15**:100.
59. Baltz AG, Munschauer M, Schwanhaussner B, Vasile A, Murakawa Y, Schueler M, Youngs N, Penfold-Brown D, Drew K, Milek M, et al: **The mRNA-bound proteome and its global occupancy profile on protein-coding transcripts**. *Mol Cell* 2012, **46**:674-690.
60. Kishore S, Jaskiewicz L, Burger L, Hausser J, Khorshid M, Zavolan M: **A quantitative analysis of CLIP methods for identifying binding sites of RNA-binding proteins**. *Nat Methods* 2011, **8**:559-564.
61. Anders S, Huber W: **Differential expression analysis for sequence count data**. *Genome Biol* 2010, **11**:R106.

How the deposited data were processed for this re-analysis (not part of the article)

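RNA-seq of S2 cells treated with imp dsRNA or luciferase dsRNA, 3 libraries each, was the experiment re-analysed. The iCLIP, PAR-iCLIP, RIP-seq and input RNA-seq samples of the study were not analysed here. The authors mapped the reads with BWA-PSSM to the dm3 fly genome together with the yeast genome, kept confidently mapped reads and counted those that overlapped only 1 gene on the same strand. They deposited these counts without normalization, 1 column per library. Tool versions of the mapping and of DESeq are not given in the sources used here. The authors also deposited a table of their own DESeq comparison, with mean normalized signal per group (counts divided by DESeq size factors), the ratio of the 2 groups as fold change, its log2 value, and unadjusted and adjusted p-values. Recomputing the group means from the counts showed that group A of that table is luciferase dsRNA and group B is imp dsRNA.

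The count table held 9977 genes and 1 row that names no gene. That row had 0 counts, a share of 0% of the reads, and was left out of library sizes and tests. Library totals ran from 1081882 to 5463535 counts, with a median of 1401963 after imp dsRNA and 2332156 after luciferase dsRNA. Replicates of a treatment differed by more than sampling noise, with a chi-square per degree of freedom between 6.38 and 27.6 over genes with at least 20 counts in a pair of libraries, so no library was counted as a repeat of another. Gene symbols were taken from the authors' deposited table. Of the 9977 gene identifiers, 9546 were found in the BDGP6 annotation, a later build than the authors' dm3, which was used only for positions and overlaps of named genes. The identifier of Imp in the files is not among these, so no position is given for it. Of the 86 Imp targets, 85 matched by symbol, 1 of them only when letter case was ignored, and Hmg2 matched no symbol and was not used here.

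Counts were analysed in R 4.3.3 with edgeR 4.0.16, filterByExpr, TMM scaling and the quasi-likelihood test, with the replicate number as a block and Benjamini-Hochberg adjustment at 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were the other tests. Gene lists were tested with camera at an inter-gene correlation of 0.01, camera with an estimated correlation and fry, and compared with 10000 random lists matched on mean expression in 20 bins. Log2 CPM values for the pairing check used a prior count of 2, and differences between pairs used a pseudocount of 1. The supplement states that triplicates were done on different days and that the dispersion estimate treats replicates as paired, so the block was the main setting. The numbers did pair the libraries: the correlation of deviations from the group means between same-numbered libraries ran from 0.30 to 0.48. Intensities of Figure S4a were read from the supplement and tested in Python 3.11.15 with NumPy 2.4.6 by permutation with 100000 resamples.

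The count test was tested on simulated data drawn from the real means and library sizes, with 200 of the genes changed. Every simulated gene had the same dispersion and the same size of day effect, so differences in spread between genes were not simulated. Of the genes changed by a log2 fold change of 1, 80% were recovered by edgeR, 79% by limma-voom and 52% by DESeq2, over 6524 genes, and of those changed by 2, 99%, 99% and 95% were recovered. Among the calls, 3.24% by edgeR, 4.3% by limma-voom and 0% by DESeq2 were genes that had not been changed. The shares recovered are not the power of the real experiment. There, edgeR did not call Imp at a log2 fold change of -1.18 (adjusted p = 0.113 by the edgeR test).

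The rule for the named genes and the alternatives were set before the data were examined, except that the field values of Figure S4a are printed in the supplement and count as seen. The named genes are Imp, the actin genes, the genes the paper names, and, where no gene passed the adjusted threshold, the 3 with the smallest unadjusted p among the rises and among the falls. The alternatives tried were no replicate block, DESeq2 size factors, no filter, a minimum of 10 counts in every library, each replicate left out, other tests and other thresholds, and for lists other summaries and set tests. The main count test was run once on the deposited counts before it was run on simulated data, with the same settings.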

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

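Of the 70 alternatives for the summary results, 11 lost the call, 5 gave a stronger result, 4 raised the count of genes above 0, and 0 reversed. The stronger results were calls of Imp and the medians of the lists of 86 and 40 transcripts against unmatched random lists. Those 2 lists had already passed by camera. The other 50 gave the same outcome but do not all bear on stability, since some had no call to change. The mean of a list in place of its median kept the same camera p, a limit on fold change added to 0 called genes can only give 0, and the summed actin level had no p-value in its 5 alternatives, which moved it by less than the SD between pairs. Yeast spike-in scaling was not run, because every gene of the count table is a fly gene, and the minimum of the base mean applied only to files without counts.

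The count of 0 genes at an adjusted p under 0.05 (edgeR quasi-likelihood test, 188 genes at an unadjusted p under 0.05, 0 genes by limma-voom) became 4 with no filter (at least 1 count), which were Imp, lectin-28C, mgl and CG15695, and 1 by DESeq2 with the replicate block, which was Imp. Leaving out each replicate gave between 0 and 58 genes, the 58 without replicate 3, of which 34 were higher and 24 lower. The Imp transcript fell least in replicate 3, from 814 to 455 CPM, against 660 to 233 in replicate 1 and 738 to 324 in replicate 2. The cause was not tested. Such fits rest on 4 libraries.

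The log2 fold change of Imp stayed negative in every alternative run. It was -1.18 (adjusted p = 2.98e-06 by edgeR) with no filter and -1.16 (adjusted p = 0.00018) by DESeq2 with the replicate block, and ran from -1.35 to -1.02 with each replicate left out. Its adjusted p in those edgeR fits was 1.57e-12 without replicate 3, 0.987 without replicate 1 and 0.999 without replicate 2. The filter and the replicates used each changed whether Imp passed. The cause was not tested. An effect of the test was not separated from that of the filter, since DESeq2 was run only without the filter. Over the same 6526 filtered genes as the main edgeR fit, limma-voom did not call Imp either (adjusted p = 0.127).

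With no replicate block, the edgeR test called 0 genes, with 72 at an unadjusted p under 0.05, Imp had a log2 fold change of -1.13, and the medians of the lists of 86, 40 and 11 transcripts were 0.068, 0.092 and 0.098. By DESeq2 the block decided the call of Imp, since the fit without it called 0 genes. The pairing changed no other call in the fits run both with and without the block, which were edgeR with its filter, DESeq2 and camera at the preset correlation. The calls with no filter or without replicate 3, limma-voom, fry and camera with estimated correlation were run only with the block.

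For the lists of 86, 40 and 11 transcripts, the medians of 0.074, 0.098 and 0.10 no longer passed by fry or by camera with estimated correlation. Random lists not matched on expression put the medians of 0.074 and 0.098 of the first and second list at percentiles 99.9 and 99.8, outside the central range, and that of the third at 94.2. With each replicate left out, the medians ran from 0.041 to 0.16 for the 86, from 0.060 to 0.17 for the 40 and from 0.073 to 0.18 for the 11. Without replicate 1 the camera p was 0.183, 0.0727 and 0.339, and without replicate 2 it was 0.236 for the 11. The median of the fields of Figure S4a weighted by thresholded area gave an F-actin difference of -12.6% without ROCK inhibitor (permutation test, p = 0.368) and -35.7% with it (permutation test, p = 0.00066), so the call was lost only without inhibitor.

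Of the 36 named genes tested other than Imp, 14 changed sign under at least 1 alternative. Lectin-28C, mgl and CG15695 passed an adjusted p of 0.05 with no filter and without replicate 3, and CG34323 and Lac passed only without replicate 3. The shallowest library held 1081882 counts, which limits what can be said of weakly expressed genes.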

Differences from the paper's values

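With medians and luciferase dsRNA as the comparator, no value of Figure S4a that the paper also states differed from the paper's by more than 1.5 times. The reductions of phalloidin intensity stated in the paper, 21% and 36%, are reached by the medians of Figure S4a, at 20.8% and 36.2%, and the means gave 15.3% and 30.1%. The paper's p-values of 0.04 and 0.002 stand beside permutation p-values of 0.0339 and 0.00167 for the medians, which is another test of another summary than the Student's t-test named in the paper. Student's t-test of the means, chosen after the data were seen, gave 0.0409 and 0.00189. The reduction of the area-weighted median without inhibitor, 12.6%, was also more than 1.5 times below the paper's 21%, but by less than the spread between fields. The p-values differed by more than 1.5 times under other settings, at 0.368 and 0.00066 with fields weighted by thresholded area and at 0.00076 and 0.00065 against untreated cells.

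The paper states that no statistically significant change in transcript level was found after correction for multiple testing. The authors' deposited table gives Imp, the target of the dsRNA, an adjusted p of 0.00597. In the re-analysis, the edgeR quasi-likelihood test with the replicate block called 0 genes, with Imp at an adjusted p of 0.113. Settings that called Imp were DESeq2 with the replicate block (adjusted p = 0.00018), no filter on low counts (adjusted p = 2.98e-06 by edgeR) and the fit without replicate 3 (adjusted p = 1.57e-12 by edgeR).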

Other observations

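The tests of other splits for the gene count at an adjusted p under 0.05, and of reads from the dsRNA, were chosen after the results they bear on were seen. The values of Imp in the main fit had also been seen when the split test of its fold change was written. How the percentiles of the lists among random lists are read was also changed after they were seen.

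Whether chance can be excluded was examined by refitting the edgeR model to other splits of the 6 libraries. Of the 10 splits into groups of 3, 4 part all 3 pairs, and the other 6 rest on the difference within 1 pair. Among the 4, a count at an unadjusted p under 0.05 as large as the real one was found in 3. The absolute log2 fold change of Imp was as large only in the real split, 1 of 4. The median of the 86, 40 and 11 transcripts was as large in 2, 2 and 2 of the 4. The smallest share that 4 splits can give is 1 of 4, so this comparison cannot exclude chance at any size of effect. For genes at an adjusted p under 0.05 the real count was 0, so all 4 of the 4 splits were as large by construction and this share says nothing. The counts in the splits other than the real one, which mix the treatments, were 1, 0 and 7. At an unadjusted p under 0.05 they were 890, 62 and 552, against 188 in the real split. The edgeR test could therefore call genes where the groups were not the treatments.

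A candidate explanation for the upward medians of the Imp target lists is that fold changes depend on expression level, since these transcripts are abundant. Against random lists matched on mean expression, the medians of the 86, 40 and 11 transcripts lay at percentiles 76.7, 88.4 and 71.2, inside the central range, whereas unmatched lists put the first and second outside it. The tests are consistent with that explanation for the 86 and the 40 and leave the 11 open, since these lay inside the central range in both comparisons. A biological shift of the same size was not excluded.

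The Imp transcript remained at 44.2% of its level in control cells by the edgeR fit, a smaller fall than that of Imp protein on the paper's western blot (Figure S4b). It fell in each of the 3 pairs. Reads from the dsRNA, which covers part of the coding region, could add to the count in imp dsRNA libraries. The count table gives no read positions, so this could not be tested. Other reasons for the gap between transcript and protein, which were measured by different methods, were not examined.

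The paper describes the loss of phalloidin staining as more pronounced with ROCK inhibitor. The difference of medians between the imp dsRNA and luciferase dsRNA dishes was -13.5 without and -26.8 with inhibitor, and permuting the inhibitor label within each dsRNA gave a change as large with p = 0.123 (two-sided permutation test, 100000 resamples, 10 fields per dish). The change in the difference may come from the spread between fields. No field lay far from the others of its dish by Dixon's test, in any of the dishes.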
